# Genetic and Genomic Analysis of *Rhizoctonia solani* Interactions with Arabidopsis; Evidence of Resistance Mediated through NADPH Oxidases

**DOI:** 10.1371/journal.pone.0056814

**Published:** 2013-02-25

**Authors:** Rhonda C. Foley, Cynthia A. Gleason, Jonathan P. Anderson, Thorsten Hamann, Karam B. Singh

## Abstract

*Rhizoctonia solani* is an important soil-borne necrotrophic fungal pathogen, with a broad host range and little effective resistance in crop plants. Arabidopsis is resistant to *R. solani* AG8 but susceptible to *R. solani* AG2-1. A screen of 36 Arabidopsis ecotypes and mutants affected in the auxin, camalexin, salicylic acid, abscisic acid and ethylene/jasmonic acid pathways did not reveal any variation in response to *R. solani* and demonstrated that resistance to AG8 was independent of these defense pathways. The Arabidopsis Affymetrix ATH1 Genome array was used to assess global gene expression changes in plants infected with AG8 and AG2-1 at seven days post-infection. While there was considerable overlap in the response, some gene families were differentially affected by AG8 or AG2-1 and included those involved in oxidative stress, cell wall associated proteins, transcription factors and heat shock protein genes. Since a substantial proportion of the gene expression changes were associated with oxidative stress responses, we analysed the role of NADPH oxidases in resistance. While single NADPH oxidase mutants had no effect, a NADPH oxidase double mutant *atrbohf atrbohd* resulted in an almost complete loss of resistance to AG8, suggesting that reactive oxidative species play an important role in Arabidopsis's resistance to *R. solani*.

## Introduction

Soil borne pathogens cause heavy crop loses throughout the world. An important class of soil borne diseases are those caused by fungal pathogens. Broadly speaking there are two major classes of fungal pathogens, those with a biotrophic lifestyle and those with a necrotrophic lifestyle although some pathogens are hemibiotrophs that switch from a biotrophic phase to a necrotrophic phase [1]. Over the last two decades there has been much progress in our understanding of plant resistance to fungal pathogens, in part through the development and analysis of fungal pathosystems in the model plant, *Arabidopsis thaliana* (L) Heynh. While progress in understanding plant resistance has been greatest for fungal pathogens with a biotrophic or hemibiotrophic lifestyle, recently good progress has also been made on necrotrophs [2], [3]. In Arabidopsis, systems to study necrotrophs including *Botrytis cinerea* and *Alternaria brassicicola* have been developed and these are helping to identify genes and signalling pathways important for defence against these foliar pathogens [4], [5], [6], [7].

While good progress has been made in our understanding of plant defence against numerous foliar pathogens, an area where less progress has been made is with soil-borne pathogens which can differ significantly from foliar pathogens in terms of their ecology, lifecycle and infection strategies [8]. Perhaps the best studied soil-borne pathogen is the oomycete pathogen, *Phytophthora sojae* [9]. *Rhizoctonia solani* (Kühn) is a soil-borne fungus which causes disease on many economically important crops throughout the world [10] and belongs to the large genus *Rhizoctonia* that varies widely in morphology, ecology and pathology [11]. *R. solani* has been characterised and grouped into 13 anastomosis groups (AG) that vary in pathogenicity, physical characteristics and sequence variations [12], [13]. *R. solani* is well known for causing rice sheath blight which is one of the most prevalent rice diseases [14]. Isolates of AG8 cause bare patch disease of cereals and legumes [15], and can cause severe root rot in canola [16]. *R. solani* AG8 patches were associated with up to 30% grain yield loss in the US [17] and $59 m in annual losses to wheat in Australia [18]. AG2-1 is highly pathogenic on canola, causes severe hypocotyl rot on mustard and mild symptoms of hypocotyl rot on narrow-leafed lupin and clover, but failed to infect cereals, such as wheat, oats, barley, and ryegrass [16]. Other *R. solani* isolates cause severe diseases for other crops including potato [19], [20], canola [21], maize [22] and sugar beet [23], [24].

Current measures to control *R. solani* are non-specific, often not effective, and to date, breeding programs have struggled to identify plants with effective levels of resistance in the field. The broad host range of AG8, which causes bare-patch in wheat and lupin crops and is pathogenic in canola [15], [16], compounds the problem since crop rotations are often not able to help with disease control. A mutant wheat line with resistance to *R. solani* AG8 has been reported [25] although the mechanisms underlying this resistance remains to be elucidated. The heterologous expression of a germin-like protein from sugar beet in Arabidopsis also led to increased resistance against *R. solani* AG2 [26]. In addition, certain hypovirulent Rhizoctonia can protect plants against virulent Rhizoctonia isolates [27].

We have been interested in developing Arabidopsis as a model pathosystem to study plant responses to *R. solani* to take advantage of the extensive genetic and genomic resources. We have previously reported the transcriptional induction of a stress responsive promoter from an Arabidopsis glutathione S-transferse gene called *GSTF8* at an early stage of infection with *R. solani* [28]. The *GSTF8* promoter was induced early following challenge by *R. solani* AG8 (ZG1-1), a strain that is non-pathogenic on Arabidopsis. However, the GSTF8 induction was absent following inoculation with pathogenic strains, including AG2-1 (ZG5) [28]. These differences in susceptibility/resistance between AG8 and AG2-1 were seen consistently over different inoculum and infection conditions [28].

Here we report on our further investigations to understand the response of the plant to pathogenic and non-pathogenic strains of *R. solani* in Arabidopsis. Our focus has been on a) *R. solani* AG8 which has a wide host range and b) *R. solani* AG2-1, which has a narrower host range specialising on brassicas [29]. There is little variation in the response to either AG8 or AG2-1 among Arabidopsis ecotypes and resistance to AG8 is independent of common defence signalling pathways. Whole genome gene expression analysis at seven days post-infection identified genes that were differentially expressed in either the resistant or susceptible response including cell-wall associated genes, heat shock protein genes and other genes associated with oxidative stress responses. Functional data targeting key genes involved in reactive oxygen species (ROS) production demonstrated that specific NADPH oxidases are a critical component of resistance to *R. solani* AG8 in Arabidopsis, opening up new avenues to potentially control this destructive pathogen in various crop plants.

## Results

### Evaluation of the interaction of Arabidopsis ecotypes to *R. solani* AG8 and AG2-1

Col-0 is resistant to *R. solani* AG8 and susceptible to AG2-1 [28]. To determine if there is any variation in these responses in different Arabidopsis germplasm, 36 Arabidopsis ecotypes were screened against AG8 and AG2-1. The 36 ecotypes represented a diverse sample of the geographical and environmental range of this species [30]. Nine seedlings from each ecotype were treated with AG8, AG2-1 or non-infected control and survival was measured after two weeks. As shown in Table S1, all the ecotypes were resistant to AG8 with no observed symptoms. In contrast, all the ecotypes were susceptible to AG2-1, with survivorship in all cases being less than 33%.

### Resistance or susceptibility to *R. solani* AG8 or AG2-1 is independent of major defence signalling pathways

The large number of mutants that have been identified in specific signalling pathways in Arabidopsis have been helpful in elucidating key components of plant defence responses that operate in mediating resistance or susceptibility to specific pathogens (reviewed by [31], [32]). Mutants were compared that are affected in the signalling pathways for ethylene (ET) (*ein2*), jasmonic acid (JA) (*jar1*), salicylic acid (SA) (*NahG*, *cpr5*, *dnd1*, *npr1-5*), abscisic acid (ABA) (*aba1*, *abi1*) and auxin (*afb3*, *axr4-4*,*axr5-1*, *tir1-1*) as well as mutants defective in camalexin production (*pad3*, *pad4*). As shown in Table S2, all the mutants displayed similar levels of resistance to *R. solani* AG8 and susceptibility to AG2-1 compared to wild type. These results suggest that the common defence signalling pathways SA, ET, JA, auxin and ABA, or the phytoalexin camalexin, do not individually play a major role in resistance or susceptibility to *R. solani* in Arabidopsis.

### Gene expression changes in Arabidopsis in response to pathogenic and non-pathogenic *R. solani* isolates

Given the novelty of the transcriptional regulation occurring in Arabidopsis following *R. solani* challenge, genome-wide expression analysis using Affymetrix ATH1 chips were performed to elucidate new pathways that may be mediating the high levels of resistance to *R. solani* AG8 and susceptibility to AG2-1. Gene expression patterns were compared in Arabidopsis plants inoculated with AG8, AG2-1 or non-infected control. 

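Whole Col-0 seedlings were collected 7 days after inoculation, and RNA from 3 samples each of control, AG8 and AG2-1 seedlings was hybridised to 9 ATH1 arrays, which measure transcripts with probe sets of short oligonucleotides. The paper calls the 3 samples of a treatment biological replicates. The deposited values are log2 expression values that the authors made by robust multi-chip averaging (RMA), with background correction, quantile normalization and median polish. Control probe sets of the manufacturer were left out, and 22746 plant probe sets were tested with limma in 1 model over all 9 arrays, with Benjamini-Hochberg adjustment within each comparison. A probe set was called at an adjusted p under 0.05 and a change of more than 2-fold, which are the thresholds of the paper. The platform table, updated through the TAIR10.1 gene table, gave a single gene to 13513 of these probe sets, several genes to 503 and none to 8730, and the tables of the paper named a further 39. Genes with an unnamed probe set, among them many members of the families described by the paper, therefore have no value here. Within a group, arrays correlated at 0.992 to 0.997 across probe sets, against 0.968 to 0.986 between groups. The median log2 value was 7.07 to 7.08 on the AG8 arrays and 7.14 to 7.19 on the others. The control and AG8 arrays carry 1 array batch code and the AG2-1 arrays another, so for the AG2-1 comparisons batch and group cannot be told apart. With 3 arrays per group, the number of arrays limits the precision.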

As *R. solani* does not readily produce spores and primarily infects root tissue after mycelial growth through the plant growth matrix, the time of first contact between plant and fungus and the resulting plant response can be variable from experiment to experiment. Therefore, to determine the optimal time after inoculation for tissue collection, *GSTF8*::luciferase expression was used as a marker by monitoring luciferase expression in the transgenic *GSTF8*:: *luciferase* plants in parallel with wild type plants that had been simultaneously infected with AG2-1, AG8 or not infected. As shown in Figure 1A, high *GSTF8*::luciferase expression was seen at Day 7 after inoculation and so this time point was used for tissue collection.

**Figure 1:**
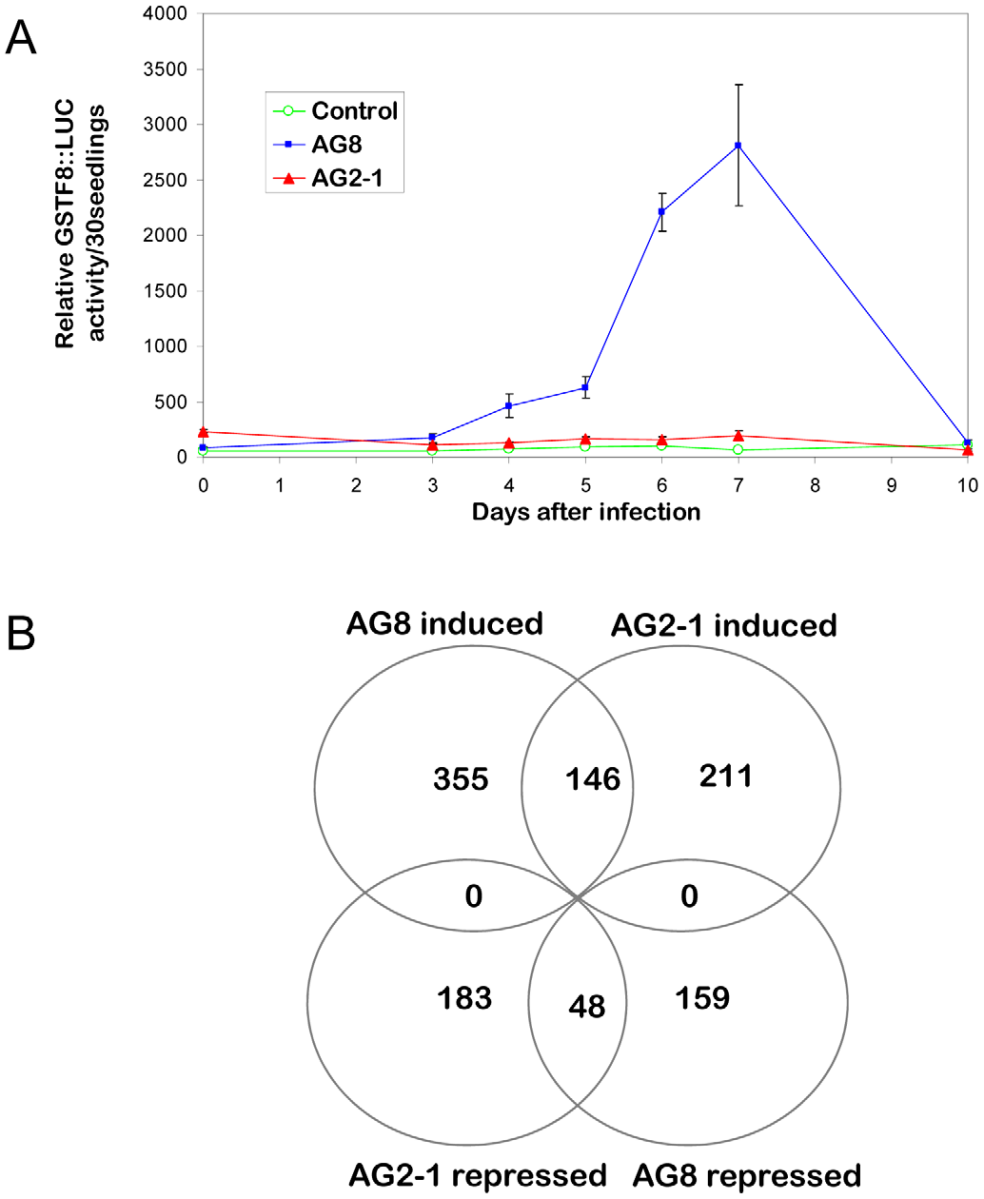
Microarray analysis of Arabidopsis genes differentially expressed following infection with *R. solani* AG8 or AG2-1. *A*. *In vivo* luciferase assay of Arabidopsis GSTF8::luciferase seedlings following infection with R. solani strain AG8, AG2-1 or non-infected control. The average bioluminescence values, measured for three plates containing 30 individual seedlings, are expressed in relative light units per seedling along with the standard errors. *B.* Venn diagram of the numbers of array elements on the Arabidopsis Affymetrix ATH1 Genome array differentially expressed at *P adjusted rate* ≤0.05 and induced or repressed by a factor of at least 2 by *R. solani* AG8 or AG2-1infection.

Analysis of the expression data was focused on genes that were significantly differentially expressed, as determined by an adjusted *P* value of <0.05, and changed in expression level greater than two-fold. As shown in Figure 1B there were 501 genes that were up-regulated and 207 genes that were down-regulated in AG8 infected Arabidopsis seedlings compared to the non-infected treatment, using these criteria. 

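In AG8-infected seedlings 475 probe sets were higher and 353 lower than in the control. Among probe sets with a single gene in the platform table, the largest rise was in AT1G26380, an FAD-binding berberine bridge enzyme-like gene, with a log2 fold change of 5.69 (standard error 0.25, n = 3 arrays per group, adjusted p = 1.6e-07 from limma). AT5G38910 rose by 5.69 (standard error 0.22), AT1G50590 by 3.94 (standard error 0.17), and AT5G18470 was 17.1-fold higher. The largest falls among them were in peroxidase genes: AT3G01190 had a log2 fold change of -3.61 (standard error 0.12) and AT1G30870 one of -3.12 (standard error 0.12). AT1G52070, AT5G54370 and AT3G01260 had values of -2.90, -2.89 and -2.87. On 48.9% of all probe sets the AG8 and control arrays did not overlap, where chance gives 10%. Over all probe sets the median log2 fold change was -0.10, and 33.7% of the calls were lower when the arrays were quantile normalized again, against 42.6% as deposited.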

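With AG2-1, 349 probe sets were higher and 219 lower than in the control. On 36.5% of all probe sets the AG2-1 and control arrays did not overlap (chance 10%). LCR67, a defensin-like gene, had the largest rise among probe sets with a single gene in the platform table, a log2 fold change of 5.06 (standard error 0.41, n = 3 arrays per group, adjusted p = 2.4e-05 from limma). AT1G26390, a second berberine bridge enzyme-like gene, rose by 3.48, AT4G37290 by 3.40 and AT4G22610 by 3.34. The largest falls among these probe sets were in psbT and psbB, which the plastid genome encodes for photosystem II, at -3.55 (standard error 0.85) and -3.43 (standard error 0.59). AT5G54370 and AT1G52070 had log2 fold changes of -2.98 and -2.86. On the AG2-1 arrays 23 of 69 plastid-encoded genes were called lower and none higher in limma (1 of 69 higher at an unadjusted p under 0.05), with a median of -0.22 on the array of replicate 1, -1.10 on that of replicate 2 and -0.74 on that of replicate 3. The mean log2 value of 24 spike-in probe sets was 7.50, 6.62 and 7.13 on these 3 arrays and 7.56 to 8.07 on the control arrays. Such probe sets detect control transcripts that are not from the plant. As a list the plastid-encoded genes were lower with AG2-1 at an adjusted p of 1.0e-11 from camera with a preset correlation of 0.01 (adjusted p = 0.61 with an estimated correlation). Batch and group cannot be told apart in this comparison. The 23 falls became 14 with trend and robust settings, 15 without control replicate 2 and 35 without AG2-1 replicate 1. psbT was not called without control replicate 2 or AG2-1 replicate 3 (adjusted p = 0.0524 and 0.0518 from limma) or with trend and robust settings (adjusted p = 0.075 from limma).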

For AG2-1 infected Arabidopsis seedlings there were 357 up-regulated genes and 231 down-regulated genes compared to the non-infected treatment. There were similarities in the response to the pathogenic and non-pathogenic strains with 146 and 48 genes up-regulated or down-regulated by both AG8 and AG2-1, respectively. 

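The 2 strains shared 228 probe sets that were higher and 105 that were lower than in the control. Shared rises included the berberine bridge enzyme-like gene AT1G26420, with log2 fold changes of 4.01 with AG8 (standard error 0.21) and 2.60 with AG2-1 (standard error 0.21), and the zinc finger transcription factor STZ, with 2.51 and 2.42. WRKY6 rose by 1.25 and 1.12. Among shared falls, AT5G15180, a class III peroxidase gene, had log2 fold changes of -2.49 and -2.12, and AT4G13580, a dirigent protein gene, -1.99 and -2.39. Independent lists of these sizes would share 7.29 higher and 3.4 lower probe sets. Both comparisons use the same 3 control arrays. In 100 simulations of unchanged groups against shared controls the mean overlap was 0 higher and 0.01 lower, but a mean of 0.04 probe sets was called with AG8 there, so this says nothing of how much the shared controls add to the overlap. Across all probe sets, which are not independent replicates, the fold changes correlated at 0.651 with a covariance of 0.113, against 0.499 and 0.0062 simulated, and part of the overlap may come from the shared controls.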

Quantitative reverse transcriptase PCR (qRT-PCR) was used to check the validity of the microarray results for nine genes. 

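Of the genes of Figure S1, PDF1.2 is the only gene with a probe set named here. PDF1.2 encodes a plant defensin that responds to jasmonate and ethylene. Its log2 value was 7.06 ± 1.57 (SD, n = 3) in the control, 8.53 ± 1.07 (n = 3) with AG8 and 10.5 ± 0.47 (n = 3) with AG2-1. The log2 fold change was 3.46 with AG2-1 (standard error 0.70, adjusted p = 0.0068 from limma) and 1.47 with AG8 (adjusted p = 0.13 from limma). The value with AG8 minus that with AG2-1 was -1.99 (adjusted p = 0.051 from limma), which misses the threshold. Its paralog PDF1.2b, which may share probe signal with it, had log2 fold changes of 2.30 with AG2-1 and 0.81 with AG8, and the strains differed by -1.49 (adjusted p = 0.047 from limma). The value of PDF1.2 with AG8 was called without control replicate 1 (2.04) or AG8 replicate 1 (2.06), and was 0.58 without control replicate 2. The difference between the strains was called without control replicate 1, control replicate 2 or AG8 replicate 3 (adjusted p = 0.0304, 0.0102 and 0.0467 from limma), and in a fit of the AG8 and AG2-1 arrays alone, with array weights or without the dimmest probe sets (adjusted p = 0.0107, 0.026 and 0.0468 from limma). PDF1.2b was called with AG8 without AG8 replicate 1 (1.41), had values of 0.43 without AG8 replicate 3 and 0.40 without control replicate 2, and was not called with AG2-1 under trend and robust settings (adjusted p = 0.0586 from limma). Its difference between the strains was not called after quantile normalization again, after the reference gene shift or with trend and robust settings. The replicate number as a block lost this call too. So did leaving out control replicate 3, AG8 replicate 1, AG8 replicate 2 or any 1 of the AG2-1 replicates. In all of these fits the adjusted p was 0.0553 to 0.14 from limma.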

The qRT-PCR and Affymetrix array results for these genes in general showed similar expression patterns although the RT-PCR assay revealed higher induction values than the Affymetrix array for some of the genes (Figure S1).

The Browser-based Functional Classification SuperViewer for Arabidopsis Genomics (http://bar.utoronto.ca/ntools/cgi-bin/ntools_classification_superviewer.cgi) was used to classify the genes that were differentially expressed following inoculation with AG2-1 or AG8. The results for each classification were calculated as follows: (Number_in Class input_set/Number_Classified input_set)/(Number_in_Class reference_set/Number Classified reference_set). It should be noted that with Superviewer, a given gene can belong to more than one group of classification. The results for AG2-1 vs non-infected control and AG8 vs non-infected control are presented in Figure S2 and S3. The classes of genes with the most number of members differentially expressed were quite similar for both the pathogenic and non-pathogenic *R. solani* strains. In the case of up-regulated genes the top three classes were genes that respond to biotic and abiotic stimuli, genes encoding extracellular proteins and stress response genes. In the case of down-regulated genes, the top three classes were cell wall related-genes, stress response and genes encoding extracellular proteins. However, when the specific genes that were differentially expressed were examined for these major gene classes we found many examples where distinct genes were being differentially expressed in response to the non-pathogenic versus the pathogenic *R. solani* strains.

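Of the probe sets called higher with AG8 and not with AG2-1, 247 in all, 96 were also called when AG8 and AG2-1 were compared directly, and of the 121 called higher with AG2-1 alone, 46 were. For falls these counts were 93 of 248 with AG8 and 51 of 114 with AG2-1. AT4G36430, a class III peroxidase gene, rose with AG8 (log2 fold change 1.41, standard error 0.12) and had a value of -0.28 with AG2-1, and the strains differed by 1.69 (adjusted p = 1.0e-05 from limma). This gene comes from a table the study chose on these arrays. In the opposite direction, COR15B, a cold-responsive gene, rose with AG2-1 (1.08) and had a value of -0.73 with AG8 (difference -1.81, adjusted p = 1.1e-05 from limma). In limma, 4 probe sets were called lower with AG8 and higher with AG2-1 than in the control.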

To explore the differences and similarities between the responses to AG2-1 and AG8 further, the expression profiling results for AG2-1 infected tissue were directly compared with that obtained for AG8 infected tissue. The analysis revealed 222 genes were up-regulated and 146 were down-regulated in AG8 relative to AG2-1. 

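AG8 and AG2-1 compared directly gave 215 probe sets higher and 243 lower with AG8. Among named genes the largest excess with AG8 outside the heat shock genes and plastid-encoded genes was in AT5G38910, at 2.78 (standard error 0.22, n = 3 arrays per group). AT1G50590 was higher with AG8 by 2.62. Genes higher with AG2-1 included AT2G15020, with a log2 difference of -2.66 (standard error 0.47), AT2G16005 with -2.66 (standard error 0.08), AT4G22212 with -2.41 and AT5G23830 with -2.30 (adjusted p = 0.0022, 7.5e-08, 9.3e-06 and 2.5e-06 from limma). Of all calls in this comparison, 53.1% were lower with AG8 in the deposited values, against 41.7% when the arrays were quantile normalized again and 47.1% after the reference gene shift. These steps move the values of whole arrays, and 399 and 427 of the 458 calls were shared. Batch and group cannot be told apart here, because all AG2-1 arrays carry 1 batch code and all AG8 arrays another.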

Using this information, we focused on genes that could be grouped in the following classes; a) pathogenesis-related proteins b) genes linked to oxidative stress c) transcription factors, d) cell wall associated-proteins and e) heat shock proteins. In each case the degree of overlap between plant responses to the non-pathogenic AG8 and the pathogenic AG2-1, as well as specific differences were examined. The results of this analysis are presented in Figure 2 and Tables S3 and S4.

**Figure 2:**
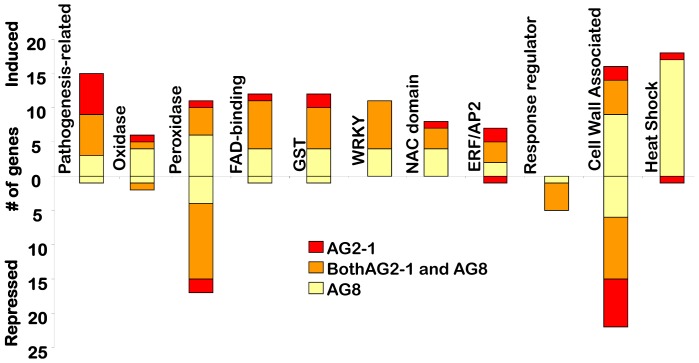
The number of genes affected by AG8 and AG2-1. The number of genes within selected families determine by containing the key words ‘oxidase’ ‘peroxidase’, ‘FAD-binding’, ‘GST’, ‘pathogenesis-related’, ‘ERF/AP2’, ‘NAC domain’, ‘response regulator’, ‘WRKY’, ‘heat shock/protein’ and cell wall identified on the Arabidopsis Affymetrix ATH1 Genome Array that were differentially expressed at P adjusted rate ≤0.05 and induced or repressed by a factor of at least two by *R. solani* AG8 or AG2-1infection. Of the 236 genes containing the key word ‘ubiquitin’, none were induced or repressed (data not shown). Genes were grouped into ‘cell wall’ criteria based on the program, mapman [50]. In some cases, two or more genes are identified from each array element name, and these are depicted as one gene.

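Among probe sets with a gene symbol or synonym, 28 carried the key word ubiquitin, and none was called higher or lower with either strain in limma. At an unadjusted p under 0.05, 3 were higher and 6 lower than in the control with AG8 and 1 higher and 8 lower with AG2-1 (6 and 5, and 2 and 3, after the reference gene shift), and 6 and 4 had an adjusted p under 0.05 without reaching a 2-fold change. The other ubiquitin genes of the array have no name here and no value.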

In Arabidopsis pathogenesis-related (PR) proteins fall into 17 groups [33], [34]. Both *R. solani* pathogens triggered the induction of pathogenesis-related genes when compared to the non-infected control; these included *PR1-like*, *PR4*, *PR5* and chitinase genes. 

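Of 15 measured chitinase genes, 5 rose and 1 fell with AG8 and 5 rose and none fell with AG2-1 in limma (2 were lower with AG2-1 at an unadjusted p under 0.05). CHI, an endochitinase gene, rose with a log2 fold change of 1.88 with AG2-1 (standard error 0.23, n = 3 arrays per group) and 1.48 with AG8. AT4G01700 rose by 1.84 with AG8 and 1.40 with AG2-1, and AT2G43590 by 1.01 and 1.61, the strains differing by -0.60 for the latter (adjusted p = 0.0038 from limma). AT2G43610 was the chitinase gene that fell with AG8 (-1.50). PR5 has no probe set named here and no value. Of 17 other thaumatin-like genes, none rose with either strain in limma (2 with AG8 and 3 with AG2-1 were higher at an unadjusted p under 0.05) and 1 fell with AG8 (AT1G73620), which lay under the fold threshold after quantile normalization again (-0.96), after the reference gene shift (-0.95) and without control replicate 1 or 3 (-1.00 and -0.97). Without control replicate 3 or AG8 replicate 2, 3 chitinase genes rose with AG8 and the value of AT2G43590 was 0.93 and 0.91. Without control replicate 2 or AG2-1 replicate 3, AT2G43610 was called lower with AG2-1 (-1.02 and -1.01). The chitinase list as a whole had an adjusted p of 0.0059 with AG8 and 0.011 with AG2-1 from camera with a preset correlation of 0.01 (adjusted p = 0.34 and 0.50 with an estimated correlation).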

*BGL2 (PR2)* was only induced by AG8 while *PR1* was only induced by AG2-1. 

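Genes of the PR-1-like family were higher with AG2-1 than with AG8: PR-1-LIKE (AT2G19990) by 4.73-fold, AT4G07820 by 3.25-fold and AT2G19970 by 2.87-fold. Against the control, PR-1-LIKE rose with AG2-1 by a log2 fold change of 3.03 (standard error 0.15, n = 3 arrays per group, adjusted p = 9.1e-07 from limma), and its value was 0.78 with AG8. AT2G19970 rose by 2.16 with AG2-1. For AT4G07820 the difference came with a fall under AG8, at -2.02 (standard error 0.14), against -0.32 with AG2-1. Of 19 measured PR-1-like genes, 2 rose with AG2-1 and none with AG8 in limma (3 were higher with AG8 at an unadjusted p under 0.05), while 3 fell with AG8 and none with AG2-1 (4 were lower with AG2-1 at an unadjusted p under 0.05). The list was lower with AG8 than with AG2-1 (adjusted p = 0.0031 from camera with a preset correlation, adjusted p = 0.28 with an estimated correlation). The 3 genes come from a table the study chose on these arrays, which is no independent evidence of their direction. The test of the list includes these genes, so it is no independent evidence of a strain difference either. Without control replicate 1 or AG8 replicate 3 and with array weights, 1 gene of the list was called higher with AG8 (AT4G33720), and without control replicate 2, 1 was called lower with AG2-1 (AT1G50060). The fall of AT1G50060 with AG8 lay under the fold threshold after quantile normalization again (-0.96), after the reference gene shift (-0.95), with array weights (-0.99) and without control replicate 1 (-0.92).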

When PR gene expression was directly compared between AG2-1 versus AG8 infected tissue, three PR genes were identified (*PR1-like* and two other putative PR genes) that were induced >two-fold by the pathogenic strain, AG2-1 compared to AG8 infection.

In the group of genes linked to oxidative stress, four gene families were targeted in the list of genes significantly differentially expressed; oxidases, peroxidases, flavin adenine dinucleotide (FAD)-binding proteins and Glutathione-S transferases (GSTs),

Oxidases that were induced specifically by AG8 included an alternative oxidase (*Aox1D*) and a respiratory burst oxidase homolog (*AtrbohD*) that is a key enzymatic subunit of the plant NADPH oxidase. The NADPH oxidases are involved in the generation of ROS which act as signals that mediate responses to infection and can also act directly on the invading pathogen [35], [36]. Interestingly, *AtrbohD*, has previously been linked to plant defence against fungal and bacterial pathogens [37].

Peroxidases play diverse roles in many aspects of plant biology including the generation of ROS and polymerisation of cell wall components [38]. A number of peroxidase family members were induced by either AG2-1 or AG8 compared to the non-infected control and this was more pronounced for AG8 (10 genes vs four). 

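Of 55 measured class III peroxidase genes, enzymes of the cell wall that make or use hydrogen peroxide, 9 rose with AG8 and 5 with AG2-1 in limma. AT5G06730 rose by a log2 fold change of 3.24 with AG8 (standard error 0.16, n = 3 arrays per group) and 1.47 with AG2-1. PRX52 had log2 fold changes of 3.02 and 1.75, and for both genes the strains differed (adjusted p = 5.6e-05 and 0.0083 from limma). Prx37 and AT4G08780 rose by 2.86 and 2.00 with AG8 and 2.99 and 2.05 with AG2-1, and were not called between the strains (adjusted p = 0.75 and 0.89 from limma). The strain difference of Prx37 was -0.13, and -0.50 without AG8 replicate 2. AT1G49570 rose with AG2-1 (1.10) with a value of -0.03 for AG8, a difference of -1.13 (adjusted p = 0.00010 from limma). As a whole the list was not called with AG8 (adjusted p = 0.66 from camera) or with AG2-1 (adjusted p = 0.058). Without AG8 replicate 2 the difference of PRX52 was 0.98, under the fold threshold. AT5G06730, PRX52 and AT1G49570 come from tables the study chose on these arrays.

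**Figure D1:**
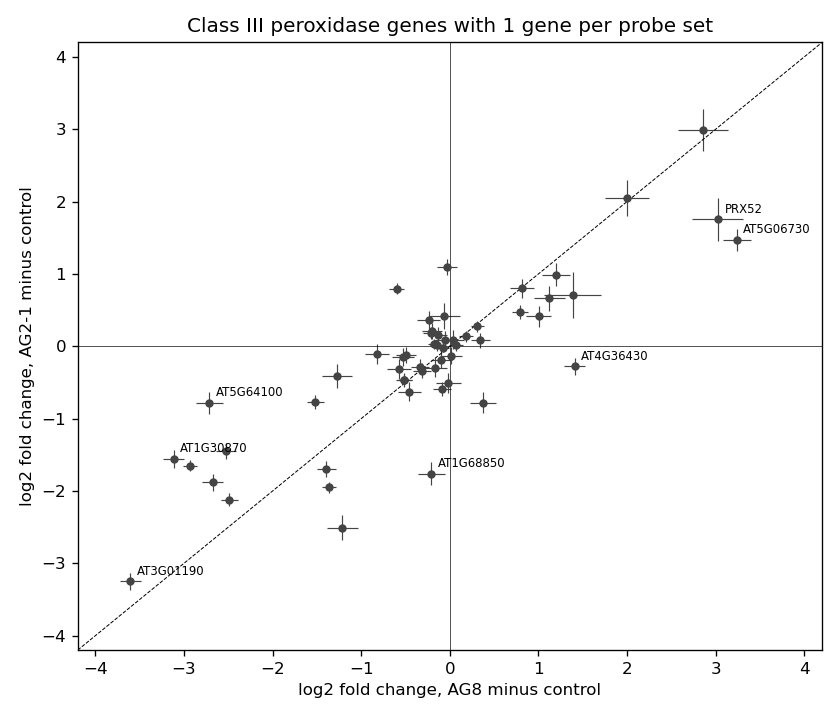
Log2 fold change of each class III peroxidase gene with AG8 (x axis) against that with AG2-1 (y axis), both relative to the control, with bars of 1 standard error and a dashed line of equal change. AT5G06730 and PRX52 lie below the line on the right, at 3.24 and 3.02 with AG8, while AT3G01190 lies at the lower left, at -3.25 on the y axis.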

The peroxidase gene family also had a large number of members whose expression was repressed following both AG2-1 and AG8 inoculation when compared to the non-infected control.

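With AG8, 12 class III peroxidase genes fell, and with AG2-1 10 fell. AT4G30170 had a log2 fold change of -2.93 with AG8 (standard error 0.08, n = 3 arrays per group, adjusted p = 9.6e-09 from limma) and -1.65 with AG2-1 (standard error 0.08). AT4G26010 fell by 2.68 with AG8 and 1.88 with AG2-1, and AT5G17820 had values of -2.52 and -1.45. AT5G64100 fell with AG8 (-2.72) and its value with AG2-1 was -0.78, and the strains differed by -1.93 (adjusted p = 2.2e-05 from limma). Falls that were larger with AG2-1 were seen for AT5G66390 (-2.51 against -1.21) and AT1G68850 (-1.76 against -0.21), which differed between the strains by 1.29 and 1.56. Among 5 measured root hair markers, listed before the data were examined, 3 fell with AG8 and 2 with AG2-1, counts that were equal when adjusted over the list alone. AT1G30870, with -3.12 and -1.56 the largest fall among them, stands in Table S4, which the study chose on these arrays. Their median was -1.04 with AG8 and -0.63 with AG2-1 (adjusted p = 0.0083 and 0.0011 from camera, adjusted p = 0.14 and 0.087 with an estimated correlation). Of 7 genes of the PYK10 complex, which is abundant in roots, none was called with AG8 in limma and 6 were lower at an unadjusted p under 0.05, with a median of -0.319 (adjusted p = 0.076 from camera), and the median was 0.24 with AG2-1. The median with AG8 was -0.20 after quantile normalization again and -0.21 after the reference gene shift. Without AG8 replicate 2 the list was called (adjusted p = 0.0456 from camera with the preset correlation of 0.01 alone). The falls of root hair markers with AG8 were 2 after quantile normalization again, after the reference gene shift or without control replicate 1, where EXPA7 was not called, 2 without dim probe sets, which leaves out AT5G04960, and 4 without control replicate 2, control replicate 3 or AG8 replicate 2, where EXPA18 was called. Without AG8 replicate 3 the value of AT5G66390 with AG8 was -0.98, under the fold threshold. AT4G30170, AT5G64100, AT5G66390 and AT1G68850 also come from tables the study chose on these arrays.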

Flavin adenine dinucleotide (FAD)–binding proteins have a role in electron transfer, are found in a number of oxidase complexes and may have a role in monitoring cellular redox changes [39], [40]. 

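Among 22 measured genes of the FAD-binding berberine bridge enzyme-like family, 9 rose with AG8 and 7 with AG2-1, with 1 fall under AG8 and none under AG2-1 in limma (3 lower with AG2-1 at an unadjusted p under 0.05). AT1G26380 rose by 4.80 with AG2-1 on the log2 scale (standard error 0.25, n = 3 arrays per group), and AT1G26390 by 3.46 with AG8. AT1G26410 rose with both strains, by 2.59 with AG8 and 1.02 with AG2-1. AT4G20820 fell with AG8 (-1.30). As a list the family was higher with AG8 (adjusted p = 1.9e-07 from camera with a preset correlation of 0.01, adjusted p = 0.14 with an estimated correlation) and with AG2-1 (adjusted p = 0.00034, and adjusted p = 0.32 with an estimated correlation). The value of AT1G26410 with AG2-1 was 0.98, 0.97 and 0.90 without control replicate 2, control replicate 3 and AG2-1 replicate 3, each under the fold threshold. No fall with AG8 was called without the dimmest probe sets, and 1 fall with AG2-1 was called without control replicate 1.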

There were seven FAD-binding proteins genes induced by both AG2-1 and AG8 compared to the non-infected control. 

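AT5G44440, AT5G44400, AT1G30700 and AT1G30760, all FAD-binding genes, were higher with AG8 than with AG2-1, by 4.07-fold, 2.75-fold, 2.22-fold and 2.16-fold. The log2 difference of AT5G44440 was 2.03 (standard error 0.23, n = 3 arrays per group, adjusted p = 0.00026 from limma), with values of 1.76 for AG8 and -0.26 for AG2-1 against the control. AT1G30760 rose with both strains, by 3.28 with AG8 and 2.17 with AG2-1. AT2G34810 was higher with AG2-1 than with AG8 by 2.00-fold, just under the fold threshold, with a log2 difference of -1.00 (adjusted p = 0.0011 from limma). Over all 22 measured genes of the family 6 were higher with AG8 and none lower in limma (5 were lower at an unadjusted p under 0.05). The 5 genes stand in tables the study chose on these arrays. Leaving out AG2-1 replicate 1 gave a difference of 0.99 for AT1G30760, under the threshold. AT2G34810 was called without AG8 replicate 2, AG2-1 replicate 1 or AG2-1 replicate 3 (-1.12, -1.04 and -1.11).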

When AG8 and AG2-1 inoculated tissue were compared, four FAD-binding protein genes were induced >two fold by AG8, but only one FAD-binding protein gene was induced by AG2-1.

GST-family members have also been linked to oxidative stress [41], [42]. Four GST genes were induced by AG8 and two were induced by AG2-1 with a further six being induced by both AG8 and AG2-1. 

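GSTU24 and GSTU25, tau-class glutathione S-transferase genes, were higher with AG8 than with AG2-1 by 2.30-fold and 2.64-fold. GSTU24 rose by a log2 fold change of 2.05 with AG8 and had a value of 0.85 with AG2-1, and GSTU25 rose by 1.71 with AG8 (standard error 0.19, n = 3 arrays per group) with 0.31 for AG2-1. GSTF14, GSTF11 and GSTU26 were higher with AG2-1 than with AG8, by 6.80-fold, 2.23-fold and 2.19-fold (adjusted p = 8.2e-05, 0.0039 and 0.00056 from limma). GSTF14 fell with AG8 (-1.56) and rose with AG2-1 (2.30-fold). Of 36 glutathione S-transferase genes listed before the data were examined, 10 have a probe set named in the platform table. GSTU24, GSTF14 and GSTF11 are named from the tables of the paper alone and are not among the 10. Genes without a named probe set have no value here. Among the 10, 1 rose and 1 fell with AG8 in limma (1 higher and 6 lower at an unadjusted p under 0.05). None was called with AG2-1 in limma (1 higher and 2 lower at an unadjusted p under 0.05). The counts of calls were equal when adjusted over the list alone. In that list no fall with AG8 was called without AG8 replicate 3, where GSTU26 had a value of -0.96, and 2 were without control replicate 3 or AG8 replicate 2. GSTF11 differed between the strains by -0.95 without AG8 replicate 2, under the fold threshold, and GSTU26 by -0.96 without AG8 replicate 3. With array weights GSTU24 was called with AG2-1 (1.02). GSTU24, GSTU25, GSTF14, GSTF11 and GSTU26 come from tables the study chose on these arrays.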

When GST expression was compared between AG2-1 and AG8 infected tissue, seven GSTs were induced by AG8 and five GSTs were induced by AG2-1.

The regulation of the temporal and spatial expression patterns of specific defence genes is a critical part of the plant defence response [43], [44]. Thirty nine (AG8) and 24 (AG2-1) transcription factors were induced >two fold compared to the non-infected control. The majority of these genes (19) were induced by both AG8 and AG2-1. Four families stood out in terms of the number of members that were differentially expressed 1) The WRKY family, which play roles in various aspects of plant biology including in plant defence (reviewed by [45]). 

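WRKY18, a regulator of basal defence, rose with AG8 by a log2 fold change of 1.80 (adjusted p = 3.2e-05 from limma) and was 3.20-fold higher than with AG2-1 (standard error 0.17 on the log2 scale, n = 3 arrays per group). WRKY25 was 2.07-fold higher with AG8 than with AG2-1 (adjusted p = 0.0041 from limma). WRKY53 rose with both strains, by 1.93 with AG8 and 1.28 with AG2-1. WRKY22 was 1.68-fold higher with AG8 and was not called (adjusted p = 0.14 from limma). Of 7 WRKY genes with a symbol or synonym on the platform, 2 rose with each strain and none fell in limma (3 were higher with each strain and 1 lower with AG2-1 at an unadjusted p under 0.05). WRKY22 was called lower with AG2-1 without control replicate 1 (-1.36) and with array weights (-1.04), its value being -0.79 over all arrays. With the reference gene shift or without AG8 replicate 1, WRKY47 was called as well and 3 rose with AG8. WRKY18, WRKY22 and WRKY25 are from a table the study chose on these arrays. The difference of WRKY25 was 0.91, 0.99 and 0.94 without AG8 replicate 2, AG8 replicate 3 and AG2-1 replicate 2, and 0.90 with array weights, each under the fold threshold.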

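XND1, a NAC gene of xylem, rose with AG8 by a log2 fold change of 1.69 (standard error 0.18, n = 3 arrays per group, adjusted p = 6.9e-05 from limma) and was 3.37-fold higher with AG8 than with AG2-1. NAC003 rose by 2.08 with AG8 and was 2.43-fold higher than with AG2-1. NAC6 rose with both strains, by 2.36 with AG8 and 1.55 with AG2-1. Its difference between the strains, 1.75-fold, lay under the fold threshold. These genes were chosen by the study on these arrays.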

2) The NAC domain transcription factors which have been associated with acting as a master switch for secondary cell wall thickening [46]. 

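DREB26, an AP2/ERF gene, fell with AG2-1 (log2 fold change -1.70, adjusted p = 0.015 from limma) and had a value of 0.11 with AG8, and was 3.50-fold higher with AG8 than with AG2-1 (standard error 0.40 on the log2 scale, n = 3 arrays per group). AT2G44940 was higher with AG2-1 than with AG8, with a log2 difference of -1.13 (adjusted p = 0.012 from limma), and neither strain was called against the control. Both come from tables the study chose on these arrays. The fall of DREB26 was not called without control replicate 2, control replicate 3 or AG2-1 replicate 3 (adjusted p = 0.0567, 0.0509 and 0.0575 from limma) or with trend and robust settings (adjusted p = 0.0655 from limma). Its value with AG8 was -0.50 without control replicate 1, 0.52 without control replicate 3 and -0.25 with array weights. Without control replicate 1, AT2G44940 was called higher with AG2-1 (1.15).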

3) The AP2/ERF family of transcription factors which are strongly linked to pathogen responsive gene expression [47]. 4) The Arabidopsis response regulators that are involved in signal transduction for example, those mediated by cytokinins and ethylene [48], [49]. 

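PRR5, a pseudo-response regulator of the circadian clock, had a log2 fold change of -0.99 with AG8 (adjusted p = 2.1e-05 from limma), just under the fold threshold, and 0.17 with AG2-1. It was 2.23-fold higher with AG2-1 than with AG8 (standard error 0.09 on the log2 scale, n = 3 arrays per group). Of 6 response regulator genes with a symbol or synonym on the platform, none was called with either strain in limma. At an unadjusted p under 0.05, 3 were lower and 0 higher than in the control with AG8, and 1 was lower with AG2-1. ARR15 had values of -0.86 with AG8 and -0.30 with AG2-1 (adjusted p = 5.1e-05 and 0.033 from limma), RR16 -0.44 with AG8 (adjusted p = 0.0030 from limma) and RR23 -0.17. After quantile normalization again or the reference gene shift 2 were lower with AG8 at that p (ARR15 and RR16), and after the shift RR23 was higher with AG2-1. All of the 6 but ARR15 (5.83) had mean control log2 values of 4.55 to 5.17. These lie below the 25th percentile of the control arrays (5.23 to 5.33), so a 2-fold fall of these genes could hardly be called. The other response regulators of the array have no name here and no value. PRR5 was called lower with AG8 without control replicate 1 or AG8 replicate 2 (-1.07 and -1.02) and with array weights (-1.04).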

Response regulator transcription factors were the only family of transcription factors where the expression of a substantial number of members was down-regulated by both AG2-1 and AG8.

Genes encoding cell wall-associated proteins were one of the largest groups of genes responding to *R. solani* inoculation and were analysed using Mapman [50]. As shown in Figure 2 and Table S3, significant numbers of cell wall associated proteins were differentially expressed following inoculation with AG8 and/or AG2-1. The largest number of genes up regulated was seen with AG8 (eight genes), although there was also a substantial number of cell wall associated proteins induced by both AG8 and AG2-1 (five genes). 

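EXLB1, an expansin-like gene, rose with AG8 by a log2 fold change of 1.05 (standard error 0.08, n = 3 arrays per group, adjusted p = 7.7e-06 from limma), with 0.26 for AG2-1. EXPA7, an expansin gene of root hairs, was lower with AG8 (-1.04, adjusted p = 0.00022 from limma), with -0.48 for AG2-1. Of 38 genes with a cell wall key word in their symbol or synonym, 2 rose (EXLB1 and EXPA16) and 1 fell (EXPA7) with AG8. With AG2-1 none of the 38 rose and 1 fell (EXLA1) in limma. At an unadjusted p under 0.05, 7 were higher and 13 lower than in the control with AG8, and 3 higher and 17 lower with AG2-1. After quantile normalization again these counts were 11 and 10 with AG8 and 3 and 15 with AG2-1. The value of EXPA7 with AG8 was -0.97 without control replicate 1 or AG8 replicate 1, -0.91 after quantile normalization again and -0.93 after the reference gene shift, each under the fold threshold. EXPA18 was called lower with AG8 without control replicate 2 (-1.07), control replicate 3 (-1.01), AG8 replicate 1 (-1.04) or AG8 replicate 2 (-1.03). Leaving out 1 replicate at a time gave 0 (control 1) to 3 (control 2 or control 3) falls with AG8 among the 38, and up to 3 with AG2-1 (control 3).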

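Extensins are structural proteins of the cell wall, and of 12 measured extensin genes 3 fell with AG8 and none with AG2-1 in limma (4 were lower with AG2-1 at an unadjusted p under 0.05). HRGP1 had log2 fold changes of -1.61 with AG8 (standard error 0.18, n = 3 arrays per group) and -0.80 with AG2-1. Of 57 pectin methylesterase and polygalacturonase genes named in the platform table, 3 rose and 4 fell with AG8, and 1 rose and 2 fell with AG2-1 (1 fell without control replicate 2). AT1G02810 and AT1G60590 had values of -2.19 and -1.97 with AG8, while their values with AG2-1 were -0.84 and -0.65. AT5G04960 fell with both strains, by 1.61 with AG8 and 1.17 with AG2-1. PRP3, a proline-rich cell wall protein gene, fell by 2.40 with AG8 and 1.07 with AG2-1, and AGP24 by 2.41 and 1.33 (adjusted p = 6.9e-07 and 2.7e-07 with AG8 from limma). PRP3 and AGP24 are from a table the study chose on these arrays. With AG2-1 the value of PRP3 was -0.97 without control replicate 2 and -0.93 with array weights, under the fold threshold, and that of AGP24 between the strains was -0.99 after quantile normalization again. HRGP1 was called lower with AG2-1 without control replicate 3 (-1.00).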

In terms of gene repression, the largest number of changes was seen with cell wall associated genes that were repressed by both AG2-1 and AG8 (nine genes). A comparison of cell wall associated proteins that were differentially expressed between AG2-1 and AG8 infected tissue revealed that 16 genes were induced >two-fold in AG8 compared to AG2-1 but only four genes were induced >two-fold in AG2-1 compared to AG8. 

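Of the 16 cell wall array elements of Table S3, 14 were called higher with AG8 than with AG2-1, and all 4 of Table S4 were called higher with AG2-1. Among the 16, 5 were called higher with AG8 than in the control and 4 lower with AG2-1, and 7 were called with neither strain. Of these 7 all but TCH4 had an adjusted p under 0.05 with at least 1 strain and lay under the fold threshold. EXPA16, an expansin gene, was 4.19-fold higher with AG8 than with AG2-1 and rose 4.60-fold against the control (standard error 0.12 on the log2 scale, n = 3 arrays per group). EXLA1 was 4.00-fold higher with AG8 than with AG2-1, with -0.30 for AG8 and -2.30 for AG2-1 against the control (adjusted p = 0.62 and 0.0045 from limma). The value of EXLA1 with AG8 was -0.98 without control replicate 1 and 0.02 and 0.05 without control replicates 2 and 3 and -0.70 with array weights, and was called in none of these fits. AGP5 rose with both strains, by 3.05 with AG8 and 1.47 with AG2-1. TCH4 was 3.24-fold higher with AG8 and was not called (adjusted p = 0.099 from limma), and XTH9 was 1.82-fold higher. Of the 4 genes of Table S4, AT2G45220 was 2.94-fold and AT5G14650 2.79-fold higher with AG2-1. These tables were chosen by the study on these arrays, so the counts are no independent evidence. Without control replicate 1, 6 of the 16 were called higher and 1 lower (TCH4, -1.17) with AG8, 6 lower with AG2-1, TCH4 (-2.87) and LRX3 (-1.28) being added, and 4 with neither strain. With array weights 7 were called lower with AG2-1 and 4 with neither strain. Without AG8 replicate 2 or AG2-1 replicate 3, 12 of the 16 were called between the strains, and of the 4 of Table S4, 3 were after quantile normalization again. TCH4 was called without control replicate 1 (adjusted p = 6.8e-06 from limma), in a fit of the AG8 and AG2-1 arrays alone (adjusted p = 2.2e-05 from limma) and with array weights (adjusted p = 0.0147 from limma), and XTH9 without AG2-1 replicate 1 and with array weights (log2 difference 1.01 in both).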

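XTR7, which the TAIR10.1 table names XTH15, is a xyloglucan endotransglycosylase gene. It was 3.93-fold higher with AG8 than with AG2-1 (log2 difference 1.98, standard error 0.11, n = 3 arrays per group, adjusted p = 3.0e-06 from limma). Against the control it had a log2 fold change of 0.16 with AG8 and -1.82 with AG2-1. XTR6 rose with AG8 by 1.46, and XTH24 and XTH33 were 2.16-fold and 2.14-fold higher with AG8 than with AG2-1. The pectinesterase gene AT2G47550 rose by 2.45 with AG8 and was 3.25-fold higher than with AG2-1. The polygalacturonase gene AT2G43870 rose by 1.62 with AG8, with 0.12 for AG2-1. BXL2, a beta-xylosidase gene, and FLA9, a fasciclin-like arabinogalactan protein gene, fell with AG2-1 by 1.80 and 1.17, and their values with AG8 were -0.63 and -0.05. The difference of XTH24 was 0.92 without AG8 replicate 2 and that of XTH33 0.95 without AG8 replicate 1, under the fold threshold. The differences of XTR6 without AG8 replicate 2 (0.90) and of BXL2 and FLA9 without AG2-1 replicate 3 (0.94 and 0.98) lay under it as well.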

The AG8 induced genes included xyloglucan endotransglycosylases, pectinesterases and expansins (Tables S3 and S4).

Heat shock proteins (HSP) are molecular chaperones that are required for maintenance and restoration of protein homeostasis during stress conditions [51]. The major HSPs synthesized by eukaryotes belong to five conserved classes: HSP100, HSP90, HSP70, HSP60 and small (sm) HSP [51]. Interestingly, the expression of many HSP genes were induced by AG8 (17 genes), compared to the non-infected control, in many cases strongly as shown in Table 1. In contrast there were no HSP genes that were induced by AG2-1 compared to the non-infected control. 

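Of the 17 heat shock protein array elements of Table 1, 16 were called higher with AG8 than in the control. HSP17.6A rose from a log2 value of 4.85 ± 0.09 (SD, n = 3) in the control to 10.4 ± 0.49 (n = 3) with AG8, a 48.0-fold change (standard error 0.25 on the log2 scale, adjusted p = 1.6e-07 from limma), and HSP17.4 rose 42.4-fold. HSP81-1, of the HSP90 class, rose 13.3-fold, HSP70 5.98-fold and HSP101, which resolves protein aggregates, 5.56-fold. HSC70-3 was 1.96-fold higher (adjusted p = 0.00043 from limma), just under the fold threshold. HSC70-2 was called at 2.04-fold. The control and AG8 arrays carry 1 array batch code. The study chose these elements on these arrays, so the count is no independent evidence of their direction. HSC70-2 lay under the threshold without control replicate 2, control replicate 3 or AG8 replicate 2 (0.94, 0.98 and 0.93 on the log2 scale). HSC70-3 was called without control replicate 1 or AG8 replicate 3 (1.15 and 1.01), after quantile normalization again (1.10), after the reference gene shift (1.08) and with array weights (1.08).

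**Figure D2:**
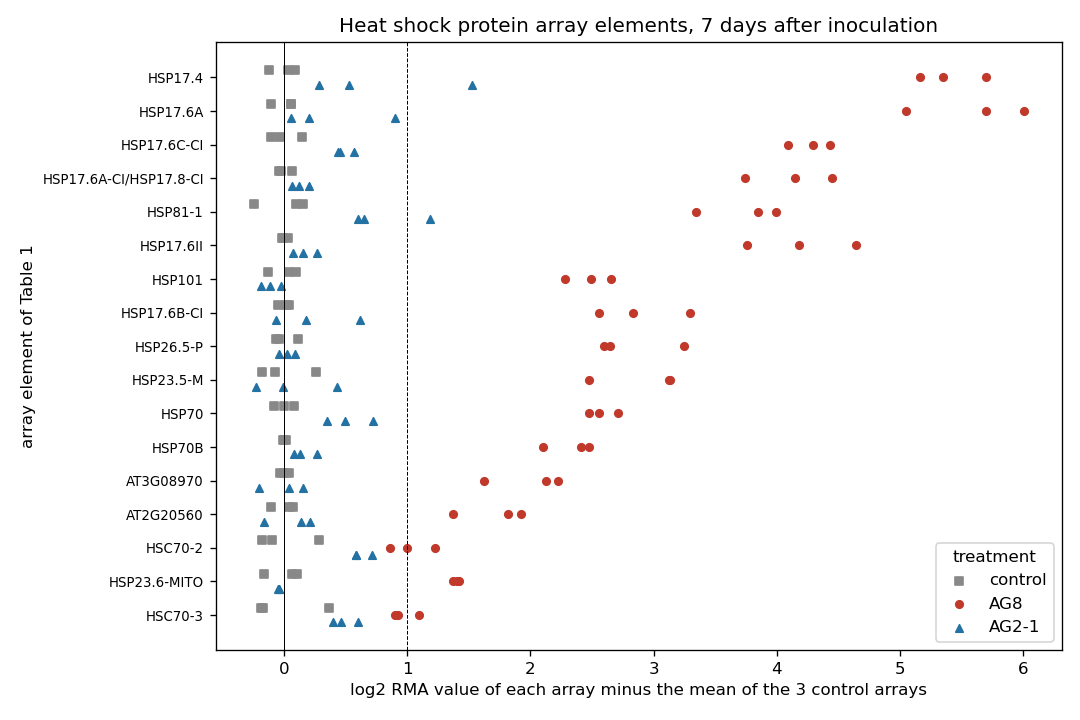
Log2 RMA value of each array minus the mean of the 3 control arrays (x axis) for the 17 array elements of Table 1 (y axis), with squares for control, circles for AG8 and triangles for AG2-1 arrays, a solid line at no change and a dashed line at a 2-fold change. The AG8 arrays lie to the right of the control arrays for all 17 elements, by 48.0-fold on average for HSP17.6A and 1.96-fold for HSC70-3.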

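With AG2-1, none of the 17 heat shock protein array elements of Table 1 was called in limma, 6 differed from the control at an unadjusted p under 0.05 and 5 had an adjusted p under 0.05 below the 2-fold threshold. Their fold changes ranged from 0.927 (HSP101) to 1.75 (HSP81-1), with a median of 1.12. HSP17.6C-CI was 1.40-fold (adjusted p = 0.0073 from limma), HSP70 1.44-fold and HSC70-2 1.54-fold higher with AG2-1 than in the control. HSP17.4 had a value of 1.71-fold (adjusted p = 0.064 from limma). Without AG2-1 replicate 2, HSP17.4 alone was called (log2 fold change 1.02, adjusted p = 0.0297 from limma), as it was with array weights (1.31), and without AG2-1 replicate 3 its value was 0.40 (adjusted p = 0.125 from limma). All AG2-1 arrays carry a batch code of their own, so batch and group cannot be told apart.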

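Small heat shock proteins bind unfolding proteins and keep them from aggregating. In Table 1, 9 array elements detect small heat shock proteins, and 5 of them rose more than 10-fold with AG8: beside HSP17.6A and HSP17.4 these were HSP17.6C-CI (19.4-fold), HSP17.6II (18.3-fold) and the element shared by HSP17.6A-CI and HSP17.8-CI (17.3-fold). HSP23.5-M rose 7.51-fold, HSP17.6B-CI 7.45-fold, HSP26.5-P 7.12-fold and HSP23.6-MITO 2.63-fold (adjusted p = 4.6e-06, 2.7e-06, 5.3e-07 and 8.8e-07 from limma, n = 3 arrays per group). Of 9 small heat shock protein genes listed before the data were examined and named on the platform, 4 rose with AG8 and none fell in limma, with the same counts when adjusted over the list alone, and all 9 were higher at an unadjusted p under 0.05. All 4 that rose also stand in Table 1, which the study chose on these arrays, so their count is no independent evidence. Over all 9 genes of the list the median log2 fold change was 0.77 (adjusted p = 1.1e-12 from camera with a preset correlation of 0.01, adjusted p = 0.099 with an estimated correlation). This test includes the 4 genes of Table 1, so it is no independent evidence either.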

SmHSP (∼16–30 kDa) family members were the class of HSPs that showed the most striking response to AG8, with five out of the seven HSPs that were induced greater than 10-fold by AG8 belonging to this class (Table 1). When AG8 and AG2-1 infected tissue were compared, 15 HSP genes were induced >two fold by AG8 but no HSP genes were expressed to a higher degree in AG2-1 infected tissue.

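All 15 heat shock elements of Table S3 were called higher with AG8 than with AG2-1, by 2.71-fold (HSP23.6-MITO) to 36.8-fold (HSP17.6A). HSP17.4 was 24.7-fold and HSP17.6II 16.4-fold higher. HSP70B was 4.51-fold higher, with a log2 difference of 2.17 (standard error 0.10, n = 3 arrays per group, adjusted p = 1.0e-06 from limma). The DNAJ genes AT3G08970 and AT2G20560, whose products assist HSP70, were 3.99-fold and 3.12-fold higher. The study chose these elements on these arrays.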

**Table 1:** List of Heat Shock Protein Genes Induced >two fold by AG8.

AG8	AG2-1	Heat shock Protein Gene
53.5	NS	AT3G46230 ATHSP17.4 (Arabidopsis thaliana heat shock protein 17.4)
52.3	NS	AT5G12030 AT-HSP17.6A (Arabidopsis thaliana heat shock protein 17.6A)
24.7	NS	AT1G53540 17.6 kDa class I small heat shock protein (HSP17.6C-CI) (AA 1-156)
20.8	NS	AT1G59860;AT1G07400 [AT1G59860, 17.6 kDa class I heat shock protein (HSP17.6A-CI)];[AT1G07400, 17.8 kDa class I heat shock protein (HSP17.8-CI)]
15.6	NS	AT5G52640 HSP81-1 (HEAT SHOCK PROTEIN 81-1); ATP binding/unfolded protein binding
15.4	NS	AT5G12020 HSP17.6II (17.6 KDA CLASS II HEAT SHOCK PROTEIN)
10.3	NS	AT1G74310 ATHSP101 (HEAT SHOCK PROTEIN 101); ATP binding/ATPase
10.0	NS	AT2G29500 17.6 kDa class I small heat shock protein (HSP17.6B-CI)
8.1	NS	AT1G52560 26.5 kDa class I small heat shock protein-like (HSP26.5-P)
8.0	NS	AT5G51440 23.5 kDa mitochondrial small heat shock protein (HSP23.5-M)
7.3	NS	AT3G12580 HSP70 (heat shock protein 70); ATP binding
4.3	NS	AT1G16030 HSP70B (heat shock protein 70B); ATP binding
3.8	NS	AT3G08970 DNAJ heat shock N-terminal domain-containing protein
3.5	NS	AT2G20560 DNAJ heat shock family protein
2.3	NS	AT5G02490 heat shock cognate 70 kDa protein 2 (HSC70-2) (HSP70-2)
2.3	NS	AT4G25200 ATHSP23.6-MITO (MITOCHONDRION-LOCALIZED SMALL HEAT SHOCK PROTEIN 23.6)
2.1	NS	AT3G09440 heat shock cognate 70 kDa protein 3 (HSC70-3) (HSP70-3)

Values list fold induction, if significant. NS: Not significantly induced greater than two-fold by AG2-1 (p<0.05).

### Functional analysis reveals a role for respiratory burst oxidase homologues in resistance to *R. solani*

To further explore the roles of some of the differentially expressed genes identified from the gene expression study that may have a role in ROS, follow-up RT-PCR and reverse genetic experiments were performed focusing on HSP genes and oxidases. Quantitative RT- PCR experiments were used to analyse the response of HSP17.4 and HSP17.6A, which had the highest fold induction among HSP genes following AG8 infestation. As shown in Figure 3A and 3B, the expression of these genes was already induced in AG8 infected tissue four days post inoculation by several hundred fold and both HSP genes were still highly induced by day seven, the time point used for the Affymetrix studies. In striking contrast, inoculation with AG2-1 only caused a relatively small induction at either time point. To analyse the role HSPs may play in resistance to *R. solani* we analysed both loss-of-function and gain-of-function mutants in specific HSP genes. For the loss-of-function mutants we analysed five individual SALK T-DNA insertion lines in four of the HSP genes but found the response of these loss-of-function HSP mutants to either *R. solani* AG8 or AG2-1 was similar to wild type (Figure 3C). Gain-of-function mutants for HSP 17.4 and 17.6A were generated through overexpression in transgenic Arabidopsis using the strong CaMV 35S promoter and high levels of overexpression were achieved. These HSP overexpression lines were not affected in their resistance or susceptibility to *R. solani* AG8 or AG2-1, respectively (Figure 3D).

**Figure 3:**
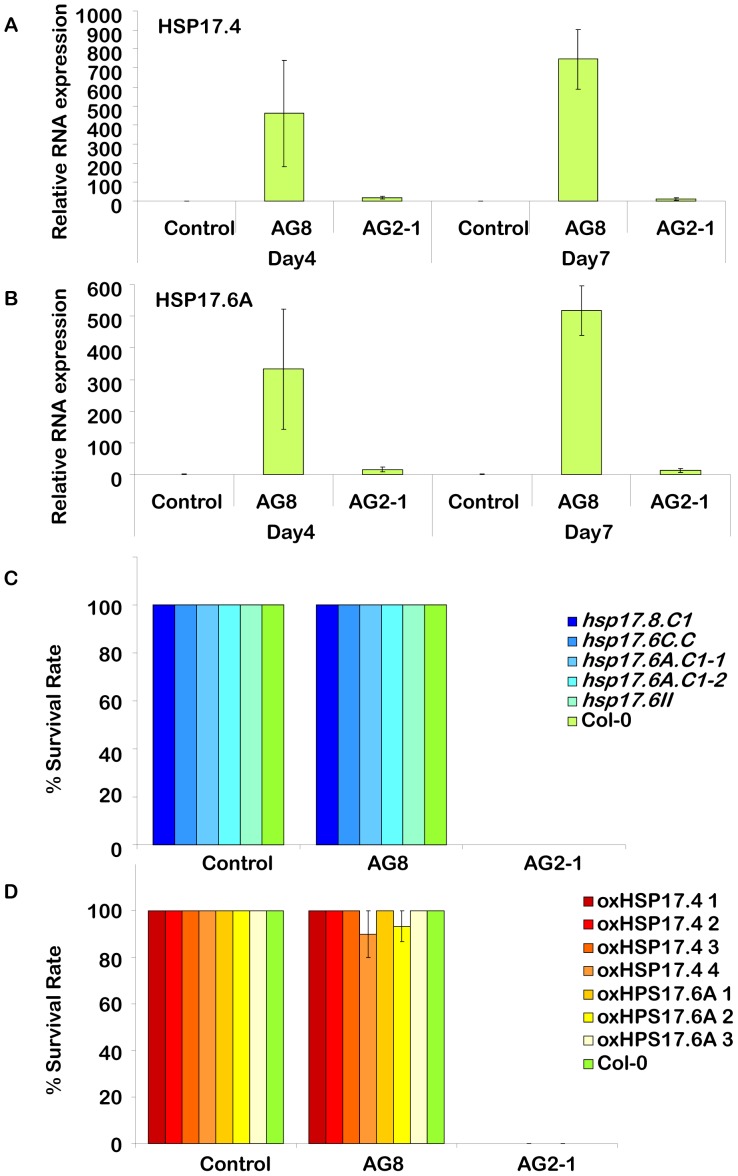
Analysis of the role of HSPs in the response to *R. solani*. Quantitative real time PCR of the genes *A. HSP17.4* and *B. HSP17.6A*. Three biological replicates and two technical repeats were analysed at each time point (four and seven day after infecting 1 week old seedling) and treatment (non-infected control, AG8 and AG2-1). The average of each time point and treatment is presented with standard error bars. Cyclophilin was used as the reference gene to normalize expression. Day 4 (control) is standardized to equal one and all other treatments and timepoints reflect their fold induction compared to this point. Survival rate of *C.* loss of function and *D.* gain of function. Arabidopsis lines. Col-0 and the homozygous SALK lines, *hsp17.8.C1* (SALK_059920C– At1g07400), *hsp17.6C.C1* (SALK_056782C – AT1g53540), *hsp17.6A.C1-1* (SALK_152961C – At59860), *hsp17.6A.C1-2* (SALK_056925C – At59860) and *hsp17.6II* (SALK_043928C - At5g12020) were tested for survivorship against non-infected control, *R. solani* AG8 and AG2-1. Four independent lines overexpressing *HSP17.4* (oxHSP17.4 lines 1–4), and three independent lines overexpressing *HSP17.6* (oxHSP17.6 lines 1–3) were tested for survivorship against non-infected control, *R. solani* AG8 and AG2-1.

The other class of genes examined in more detail were respiratory burst oxidase homologues. We focused initially on *AtrbohD* which the Affymetrix analysis had shown was significantly induced 2.3 fold by AG8 infection. Further expression analysis using quantitative qRT-PCR (Figure 4A) confirmed that the gene was induced by AG8 at day 7 after infection and revealed a small induction at day 4. The Affymetrix data showed that *AtrbohD* was induced 1.4 fold by AG2-1 which was below our cut-off of 2-fold inductions and that the expression of *AtrbohF* was not significantly affected. However, the more sensitive qRT-PCR confirmed that this gene was induced by AG2-1 at day 7 but not at day 4. A loss-of-function mutant for *AtrbohD* involving a T-DNA insertion (*atrbohD*) displayed the same levels of resistance to *R. solani* AG8 as wild type (Figure 4B). *AtrbohD* has been shown to function together with another member of the family, *AtrbohF* in the accumulation of ROS following pathogen attack [37]. A loss-of-function mutant for *AtrbohF* (*atrbohF*) also had no effect on resistance to AG8 (Figure 4B). However, the double mutant *atrbohD atrobohF* displayed a high degree of susceptibility to AG8 with just 7% survival at two weeks (Figure 4B). Measurement of the ratio of AG8 genomic DNA to plant fresh weight (Figure 4C) or Arabidopsis genomic DNA (Figure 4D) in wild type and the mutant plants at nine days following AG8 infection (prior to the dramatic affects on seedling death), demonstrated that *R. solani* is five – eight times more abundant in the double mutant *atrbohD atrobohF* than wild type or single mutant plants. The observation of increased *R. solani* growth coupled with plant death in the *atrbohD atrobohF* double mutant following AG8 infection, demonstrates that these genes play an important role in resistance to AG8 in Arabidopsis.

**Figure 4:**
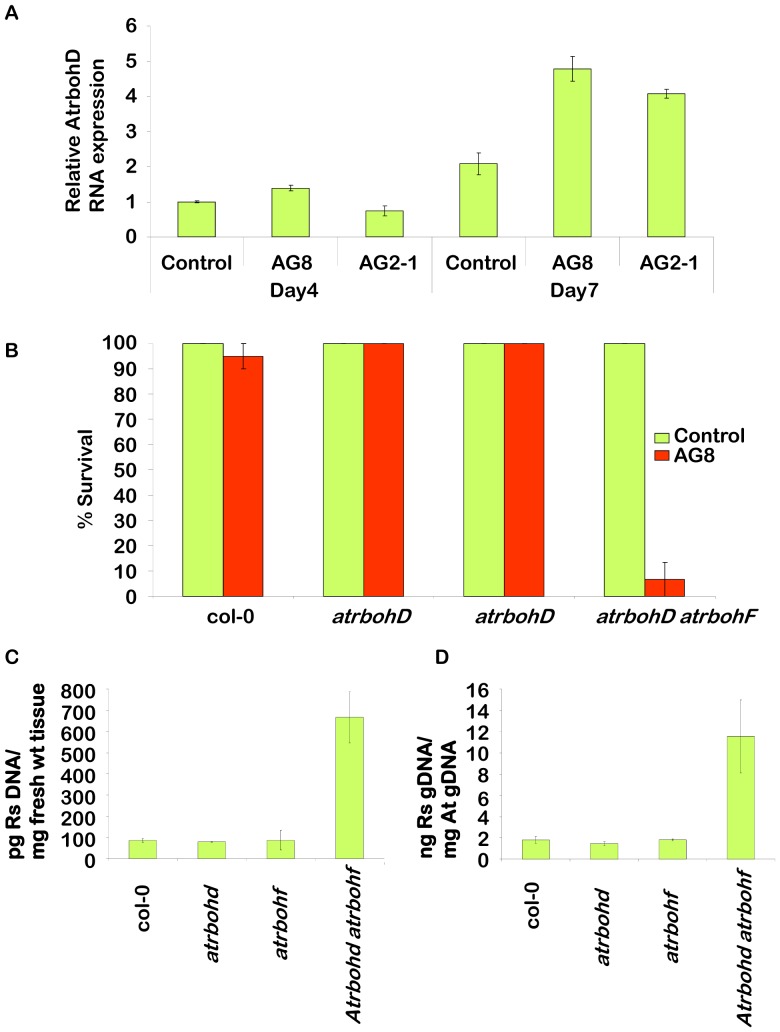
Analysis of the role of NADPH oxidases in resistance to *R. solani* AG8. *A.* Real time PCR of the genes, *AtrbohD* and *AtrbohF*. Three biological replicates and two technical repeats were analysed at each time point (four and seven day after infecting one week old seedlings) and treatment (non-infected control, AG8 and AG2-1). The average of each time point and treatment is presented with standard error bars. Cyclophilin was used as the reference gene. Day four (control) is standardized to equal one and all other treatments and time points reflect their fold induction compared to this point. A star above the bar is indicated if the value is significantly different from the control (Dunnett's test p<0.05). *B.* Survivorship of homozygous *atrbohD* (SALK_005853C – At5g47910), homozygous *atrbohF* (SALK_034674C – At1g64060), the double knockout *atrbohD atrbohF* (CS9558 - At5g47910 & At1g64060) and Col-0 in response to *R. solani* AG8 compared to WT. Seedling survivorship was recorded two weeks after planting seedlings into pre-infected pots. *C.* Relative *R. solani* genomic DNA in homozygous *atrbohD*, homozygous *atrbohF*, the double knockout *atrbohD atrbohD* and Col-0 in response to *R. solani* AG8 compared to WT at nine days after infection. Quantification of *R. solani* is presented as ng fungal DNA/µg plant DNA and *D.* ng fungal DNA per mg of infected tissue used for DNA extraction.

## Discussion

While Rhizoctonia species are important pathogens for many different crops, the diversity within Rhizoctonia species, the wide host range of some isolates and the lack of useful genetic resistance has meant that plant breeders have had limited success in identifying plants with effective resistance to these soil born necrotrophic fungal pathogens and incorporating these into breeding programs. This problem is compounded by the fact that fungicide use is not economical nor particularly effective against many soil-borne pathogens [8]. Alternative approaches are needed to understand how plants respond to *R. solani*. The development of a pathosystem involving Arabidopsis, the premier plant model system, has the potential to provide valuable information on plant responses to pathogenic (AG2-1) and non-pathogenic (AG8) strains of *R. solani*. One of the findings of this study was that Arabidopsis germplasm, which has been shown to have considerable variation in response to the defence signal SA [52], had little variation in terms of susceptibility to AG2-1 or resistance to AG8.

The response of Arabidopsis to *R. solani* strains AG2-1 and AG8 was not affected by mutants in a number of major defence signalling pathways in contrast with what has been observed with some other necrotrophic fungi in Arabidopsis. For example, resistance to *F. oxysporum* and *B. cinerea* requires the ET, JA, and SA signalling pathways [53] but mutants in these pathways had no effect on susceptibility/resistance to either AG2-1 or AG8. The ET findings were surprising as ET insensitive mutants in soybean (*etr1*, *etr2*) and *Medicago truncatula (sickle)* resulted in enhanced susceptibility to *R. solani* [54], [55], [56]. However, our results are consistent with previous results using knock out lines for an ET inducible Arabidopsis transcription factor, AtERF14, which resulted in higher susceptibility to *F. oxysporum* but had no effect on AG8 inoculation [57]. Others have observed that the effect of ET on plant responses to fungal pathogens can vary in different plant species [58].

There has been only limited work using transcriptomic approaches to study plant responses to *R. solani*, with the only genomic study being performed on a moderately resistant rice cultivar, infected with *R. solani* AG1 [59]. Given the association of the *GSTF8* promoter with the strong resistance to *R. solani* AG8, we used the *GSTF8::luciferase* reporter system to monitor plant responses in real time after inoculation, thereby allowing us to harvest physiologically synchronised tissue for the large scale expression profiling experiments. Although only one time point (7days) was investigated, some of the key findings from the expression profiling experiments were that while AG8 is non-pathogenic on Arabidopsis it was still able to cause large changes in host gene expression. This indicates the plant was able to recognise AG8 as a potential pathogen and mount a response that correlated with effective resistance.

One of the pronounced differences between AG2-1 and AG8 infested tissue was the expression of genes encoding cell wall-related proteins. We were interested in proteins known to be involved in cell wall modification such as xyloglucan endotransglycosylases, expansins, polygalacturonases and pectin methylesterases, particularly in light of possible cell wall modifications that may be occurring through ROS mediated cross-linking. These were well represented among the cell wall proteins that were differentially expressed between AG8 and AG2-1 infected plants. Modifications of pectic polysaccharides through mutations or expression of polygalacturonases and PME inhibitor proteins *in planta* have been shown to affect the outcome of various plant pathogen interactions [60], [61], [62]. The results are also consistent with observations that correlate cuticle & cell wall thickness with quantitative increases in resistance to *R. solani* [63], [64].

The gene family with the largest transcriptional difference between AG2-1 and AG8 infected tissue at seven days post-infection was the HSPs which were up-regulated exclusively in the non-pathogenic interaction, many by 10-fold or more. This was most notable for a specific class of HSPs, the small HSP class which are the most complex class of HSP in plants and may play a role in survival and recovery from abiotic stress [65]. 

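Outside Table 1, 2 genes of the heat stress response rose with AG8. Hop3, a co-chaperone of HSP70 and HSP90, rose with AG8 by a log2 fold change of 2.04 (standard error 0.13, n = 3 arrays per group) and had a value of -0.03 with AG2-1. AT5G48570 rose by 1.74 with AG8, with -0.06 for AG2-1. The strains differed by 2.07 and 1.80 (adjusted p = 7.1e-06 and 1.5e-05 from limma). Of 21 heat stress factors and co-regulated genes listed before the data were examined, 3 were measured. Hop3 and AT5G48570 rose with AG8 (also when adjusted over the list alone). The remaining gene was lower with AG8 (-0.24, unadjusted p under 0.05 from limma) and was not called. None of the 3 was called with AG2-1 in limma (0 at an unadjusted p under 0.05). The paper reasons from the number of HSP genes induced with AG8 alone, and from mutant and overexpression lines of single HSP genes that responded to both strains like the wild type, and proposes that HSPs may be part of the effect of resistance, not its cause.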

Small HSP have been linked to plant defence including the observation of enhanced susceptibility to *Ralstonia solanacerum* in tobacco in a HSP17 silenced line [66]. There is also evidence linking other HSPs to plant defence such as the HSP90 family (heat shock protein 90 kD) which has a role in NB-LRR type R protein triggered immunity against *Pseudomonas syringae* [67]. However, when we analysed individual T-DNA insertion liness in four of the HSPs to determine if an alteration in their individual expression affected the plant's response to *R. solani*, in each case their response to *R. solani* AG8 or AG2-1 was similar to wild type. However it remains to be determined if double or multiple HSP mutants would affect *R. solani* resistance. In addition, overexpression of HSP17.4 and 17.6, the two HSPs with the largest induction following AG8 infection, did not alter the plant's response to *R. solani*. Collectively, this suggests that the individual HSPs do not have a direct role in the plant's response to *R. solani* but given the large number of HSPs induced specifically by AG8, HSPs may be part of the effect rather than the cause of the plant's resistance to *R. solani*.

One of the largest functional groups of genes responding to *R. solani* challenge was those associated with oxidative stress including oxidases, FAD binding, peroxidases and GST gene families. One of the main sources of ROS during pathogen infection is from the *Rboh*-NADPH oxidases located in the plant plasma membranes. The NADPH oxidase mutants *atrbohD* and *atrbohF* can both significantly reduce ROS production and affect plant disease resistance; however, the effects of these *rhobh*-NADPH oxidases on plant resistance have been variable and are dependent on the specific plant-pathogen interaction [36], [68]. For example, the double mutant, *atrbohD atrobhF* displayed reduced cell death after infiltration with avirulent *P. syringae* without any effect on the growth of the bacterium [37]. Meanwhile, the same double mutant exhibited enhanced resistance to a virulent strain of the oomycete *Hyaloperonospora arabidopsidis* [37]. In contrast, the silencing of two *rhobh*-NADPH oxidase homologs in *Nicotiana benthamiana (NbrbohA and NbrbohB)* showed enhanced susceptibility to the oomycete pathogen *Phytophthora infestans* [69].

The conflicting reports of the role of NADPH oxidases in pathogen defence may stem from the dual role of the AtRBOH-derived ROS in both triggering and suppressing cell death. Although AtRBOH-derived ROS has been shown to potentiate cell death at the site of infection, these ROS can also prevent the uncontrolled spread of cell death from the infection site by regulating JA/ET and SA levels in neighbouring cells [35], [70]. The role of RBOHD proteins in the defence against necrotrophs has been analysed in an Arabidopsis-*A. brassicicola* pathosystem [70]. The *atrbohD* mutant exhibited a spreading necrosis phenotype that was reminiscent of enhanced plant susceptibility to this pathogen. However, a measure of fungal biomass showed that fungal colonization of the mutant was similar to wildtype, suggesting that AtRBOHD was a regulator of cell death rather than playing a role as a fungal resistance factor in this interaction [70]. We report transcriptional regulation of *AtrbohD*, in response to *R. solani* AG8, but other factors also play a role in regulation of NADPH oxidases such as phosphorylation [71] and S-nitrosylation [72]. In this paper we show that individual mutants in *atrbohD* and *atrbohF* had no disease phenotype following *R. solani* infection, but the *atrbohD atrbohF* double mutant was substantially more susceptible to *R. solani* AG8 (Figure 4). In this case, the enhanced susceptibility to AG8 was accompanied by increased fungal biomass in the double mutant. This indicates that in the Arabidopsis-*R. solani* AG8 pathosystem, AtROBHD and AtROBHF are essential players in plant resistance to this necrotrophic root pathogen. Important questions remain as to how Arabidopsis is able to recognise and respond effectively to AG8 while crop plants, including wheat, are not, and how AG2-1 can avoid/suppress the NADPH oxidase mediated defence. The Arabidopsis-*R. solani* pathosystem described herein provides an excellent opportunity to apply powerful genomic and genetic tools to further address these questions.

## Methods

### Plant Material

Ecotypes, SALK lines [73] and signal mutants were obtained from the ARBC: http://www.biosci.ohio-state.edu/~plantbio/Facilities/abrc/abrchome.htm. The transgenic line *GSTF8*:: *luciferase* contains the −783 *GSTF8* promoter fused to the *luciferase* reporter gene in the Columbia ecotype background as previously described [74]. To generate HSP17.4, HSP17.6A, AtEXLA1 and XTR7 overexpressing lines, primers (see Table S5) were used to generate a PCR product that was inserted into the vector, pDONRzeo (Invitrogen: www.invitrogen.com) by gateway cloning. The inserts were transferred into the vectors, pCH184 (oxHSP17.4 lines 1 and 2 and oxHSP17.6A lines 1–3, AtEXLA1 and XTR7 lines) or pDEST-NOSBar-35s (oxHSP17.4 lines 3 and 4) and transformed in the *Agrobacterium tumefaciens* strain GV3101 before transforming into Arabidopsis using the standard floral dipping technique [75]. Seeds were selected using kanamycin (with pCH184 vector) or BASTA (with pDEST-NOSBar-35S vector). T3 seeds were used to test for responses to *R. solani*. Quantitative reverse transcription PCR (RT-PCR) was performed as previously described [76] and confirmed the overexpression of HSP17.4 and HSP17.6A in the transgenic lines (data not shown).

### *R. solani* and inoculation of plants

The source of *R. solani* strains, AG8 (ZG1-1; WAC10335) and AG2-1: (ZG5: WAC9767), its maintenance, production of *R. solani* infected millet seeds and bioluminescence techniques have been described previously [28]. Fine vermiculite or soil was infected by placing four *R. solani*-coated millet seeds on the surface of each pot. The *R. solani* strains were left to grow for seven days before planting. Five to nine seedlings were grown in each pot and were replicated at least 3 times. One week old Arabidopsis seedlings were transferred from sterile MS-agar medium to pre-colonised pots, and grown in a growth cabinet (22°C, 16 hr light∶ 8 hr dark photoperiod). Survivorship rates were then scored after 14 days inoculation. Plants were defined as R (resistant) if no lethality occurred (survivorship of 100%) and S (susceptible) if survivorship was less than 33%. There were no plants observed in the moderate-susceptible range (survivorship 34–99%).

### Affymetrix analysis

One-week-old Col-0 seedlings grown on vertical MS plates were treated by touching the root/crown region by a toothpick containing mycelia from *R. solani* grown on PDA [28]. At the same time, *GSTF8*::*luciferase* transgenic plants were grown on MS plates with luciferin and luciferase activity was measured at day 0. 3, 4, 5, 6, 7 and 10 days. Based on a measurement of maximum *GSTF8*::luciferase activity, whole seedlings were collected seven days after treatment. EAch treatment involved 100 mg tissue (∼3 seedlings) from the non-infected control, AG8 and AG2-1 treated plants. RNA was extracted using the Qiagen RNA easy kit following manufacturer's protocol (www.qiagen.com). Whole plant RNA (15 ug for each sample) was sent to the Australian Genome Research Facility Ltd. (www.agrf.org.au) for labelling and hybridization to Affymetrix Arabidopsis ATH1 genome arrays. Three biological replicates were used for each treatment. Probability values were adjusted by the Benjamini-Hochberg method [77]. Resulting signal data was analysed using the Limma Bioconductor package in R (http://www.bioconductor.org) [78]. The array data was normalized using the EXPRESSO function.

A robust multi-chip average was calculated using quantile normalization, background correction and the median polish method as recommended by [79] and [80]. Gene expression was referred to significant, if the adjusted P value was <0.05 and the expression greater than two fold. The function of the genes was determined by submission of the array element names to the TAIR website: http://www.arabidopsis.org/tools/bulk/microarray/index.jsp. Gene families were grouped by containing key words. Genes were grouped into ‘cell wall’ criteria based on the program, mapman [50].

Microarray data generated from this article is Miame Compliant [81] and the data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus [82] and are accessible through GEO Series accession number GSE26206 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE26206).

### Real-time PCR

RNA extraction, cDNA synthesis and quantitative real-time PCR (qRT-PCR) to measure RNA expression was performed on the Biorad MyIQ as previously described [76] with annealing temperatures of 60°C. The primers are listed in Table S5. Each primer pair amplifies a specific gene as determine by BLAST sequence analysis.

Quantification of *R. solani* genomic DNA was determined using quantitative real time PCR with primers annealing to the internal transcribed region of *R. solani* AG8 rDNA [83] using the Biorad MyIQ an annealing temperatures of 60°C. Sequences of primers are listed in Table S5. One week old seedlings were planted in *R. solani* AG8 infected soil, and DNA was extracted nine days after infection [84]. The quantitative PCR utilised the primers generated against AG8 5.8s rDNA (Table S5) and the method was similar as that for measuring cDNA except 100 ng of genomic DNA was added instead of cDNA. The quantity of *R. solani* gDNA was standardized against mg fresh weight tissue and the quantity of Arabidiopsis β-tubulin genomic DNA.

## Supporting Information

Figure S1 **RNA fold induction as determined by Affymetrix analysis and quantitative RT-PCR.** The RNA fold inductions of seedlings infected with AG8 or AG8-1 compared with mock were determined for the genes, *GSTF7*, *PR1*, *WRKY33*, *PR4*, *Bos1*, *ChitB*, *Lox2*, *PDF1.2* and *PAD3*.
(TIF)

Figure S2 **Classes of genes induced by A) AG8 vs mock and B) AG2-1 vs mock.** Gene numbers have been categorized using The Browser-based Functional Classification SuperViewer for Arabidopsis Genomics. Values higher than 1 demonstrate that the number of genes in a specific classification group are more represented than random.
(TIF)

Figure S3 **Classes of genes repressed by A) AG8 vs mock and B) AG2-1 vs mock.** Gene numbers have been categorized using The Browser-based Functional Classification SuperViewer for Arabidopsis Genomics. Values higher than 1 demonstrate that the number of genes in a specific classification group are differentially expressed at a higher rate than uninduced.
(TIF)

Table S1 **Response of Arabidopsis ecotypes with R. solani AG8 and AG2-1.** Plants were either scored resistant (R, 100% survival), or susceptible (S, <33% survival).
(DOCX)

Table S2 **Response of Arabidopsis mutants to R. solani AG8 and AG2-1.** Plants were either scored resistant (R, 100% survival), or susceptible (S, <33% survival).
(DOCX)

Table S3 **Affymetrix results of selected Arabidopsis genes of seedlings infected with** ***R.solani*** **AG8 vs AG2-1.** Genes with higher expression in *R. solani* AG8 infected tissue compared to *R. solani* AG2-1 infected tissue (adjusted P value<0.05 and a fold change >2.0).
(DOCX)

Table S4 **Affymetrix results of selected Arabidopsis genes of seedlings infected with** ***R.solani*** **AG2-1 vs AG8.** Genes with higher expression in *R. solani* AG2-1 infected tissue compared to *R. solani* AG8infected tissue (adjusted P value<0.05 and a fold change >2.0).
(DOCX)

Table S5 **List of relevant oligonucleotides.** Primer Sequences (5′ – 3′) used in quantitative RT-PCR and cloning.
(DOCX)

# Supplementary material for: Genetic and Genomic Analysis of Rhizoctonia solani Interactions with Arabidopsis; Evidence of Resistance Mediated through NADPH Oxidases
**Source:** PLoS One. 2013 Feb 25;8(2):e56814. doi: 10.1371/journal.pone.0056814
**Supplement:** Table S1 — Response of Arabidopsis ecotypes with R. solani AG8 and AG2-1. Plants were either scored resistant (R, 100% survival), or susceptible (S, <33% survival).

**Table S1**

S

R

Yo-0

S

R

Ws

S

R

Wi-0

S

R

Tac

S

R

Su-0

S

R

Sorbo

S

R

Sei-0

S

R

Rsch-0

S

R

Pog-0

S

R

Petergof

S

R

Oy-0

S

R

No-0

S

R

Mt-0

S

R

Mrk-0

S

R

Mr-0

S

R

Ma-0

S

R

Lip-0

S

R

Ler-0

S

R

Kondara

S

R

Kil-0

S

R

Kas-1

S

R

Ka-0

S

R

Hodja

S

R

Emal-1

S

R

Ei-2

S

R

Di-G

S

R

Di-1

S

R

Cvi

S

R

Col-5(gl1)

S

R

Cn-1

S

R

Can-0

S

R

Cal-0

S

R

Bs-1

S

R

Bla-10

S

R

Bl-1

S

R

An-1

S

R

Aa-0

S

R

Col-0

**AG2-1**

**AG8**

**Ecotypes**

# Supplementary material for: Genetic and Genomic Analysis of Rhizoctonia solani Interactions with Arabidopsis; Evidence of Resistance Mediated through NADPH Oxidases
**Source:** PLoS One. 2013 Feb 25;8(2):e56814. doi: 10.1371/journal.pone.0056814
**Supplement:** Table S2 — Response of Arabidopsis mutants to R. solani AG8 and AG2-1. Plants were either scored resistant (R, 100% survival), or susceptible (S, <33% survival).

**Table S2**

| **Signal Mutants** | **AG8** | **AG2-1** |
| --- | --- | --- |
| aba1 | R | S |
| *abi1* | R | S |
| *afb3* | R | S |
| *axr4-1* | R | S |
| *axr5-1* | R | S |
| *dnd1* | R | S |
| *ein2* | R | S |
| *jar1* | R | S |
| *mpk4* | R | S |
| *NahG* | R | S |
| *npr1-5* | R | S |
| *pad3* | R | S |
| *pad4* | R | S |
| *tir1-1* | R | S |

# Supplementary material for: Genetic and Genomic Analysis of Rhizoctonia solani Interactions with Arabidopsis; Evidence of Resistance Mediated through NADPH Oxidases
**Source:** PLoS One. 2013 Feb 25;8(2):e56814. doi: 10.1371/journal.pone.0056814
**Supplement:** Table S3 — Affymetrix results of selected Arabidopsis genes of seedlings infected with R.solani AG8 vs AG2-1. Genes with higher expression in R. solani AG8 infected tissue compared to R. solani AG2-1 infected tissue (adjusted P value<0.05 and a fold change >2.0).

**Table S3**

# Supplementary material for: Genetic and Genomic Analysis of Rhizoctonia solani Interactions with Arabidopsis; Evidence of Resistance Mediated through NADPH Oxidases
**Source:** PLoS One. 2013 Feb 25;8(2):e56814. doi: 10.1371/journal.pone.0056814
**Supplement:** Table S4 — Affymetrix results of selected Arabidopsis genes of seedlings infected with R.solani AG2-1 vs AG8. Genes with higher expression in R. solani AG2-1 infected tissue compared to R. solani AG8infected tissue (adjusted P value<0.05 and a fold change >2.0).

**Table S4**

| **AGI number** | **Probe set** | **fold** | **Gene name** |
| --- | --- | --- | --- |
| ***Cytochrome*** |  |  |  |
| AT5G47990 | 248727_at | 6.98 | CYP705A5 (cytochrome P450, family 705, subfamily A, polypeptide 5); oxygen binding |
| AT5G47990 | 248727_at | 6.98 | CYP705A5 (cytochrome P450, family 705, subfamily A, polypeptide 5); oxygen binding |
| AT5G48000 | 248728_at | 4.01 | CYP708A2 (cytochrome P450, family 708, subfamily A, polypeptide 2); oxygen binding |
| AT5G42590 | 249203_at | 2.96 | CYP71A16 (cytochrome P450, family 71, subfamily A, polypeptide 16); oxygen binding |
| AT5G25120 | 246947_at | 2.22 | CYP71B11 (cytochrome P450, family 71, subfamily B, polypeptide 11); oxygen binding |
| AT3G26290 | 257628_at | 2.05 | CYP71B26 (cytochrome P450, family 71, subfamily B, polypeptide 26); oxygen binding |
| AT3G03470 | 259058_at | 2.03 | CYP89A9 (cytochrome P450, family 87, subfamily A, polypeptide 9); oxygen binding |
| AT2G45560 | 267505_at | 2.03 | CYP76C1 (cytochrome P450, family 76, subfamily C, polypeptide 1); heme binding / iron ion binding / monooxygenase |
| ***GST*** |  |  |  |
| AT1G49860 | 259813_at | 5.44 | ATGSTF14 (Arabidopsis thaliana Glutathione Stransferase (class phi) 14); glutathione transferase |
| AT3G03190 | 258851_at | 2.14 | ATGSTF11 (GLUTATHIONE STRANSFERASE F11); glutathione transferase |
| AT1G17190 | 262516_at | 2.08 | ATGSTU26 (Arabidopsis thaliana Glutathione Stransferase (class tau) 26); glutathione transferase |
| ***Peroxidase*** |  |  |  |
| AT5G64100 | 247297_at | 3.58 | peroxidase, putative |
| AT4G30170 | 253667_at | 2.63 | peroxidase, putative |
| AT2G18980 | 266941_at | 2.43 | peroxidase, putative |
| AT1G49570 | 261606_at | 2.09 | peroxidase, putative |
| AT1G30870 | 265102_at | 2.01 | cationic peroxidase, putative |
| ***FAD-binding*** |  |  |  |
| AT2G34810 | 267425_at | 2.10 | FADbinding domaincontaining protein |
| ***Chitinase*** |  |  |  |
| none |  |  |  |
| ***Pathogenesis*** |  |  |  |
| AT2G19990 | 265586_at | 3.32 | PR1LIKE (PATHOGENESISRELATED PROTEIN1LIKE) |
| AT4G07820 | 255160_at | 2.85 | pathogenesisrelated protein, putative |
| AT2G19970 | 265588_at | 2.54 | pathogenesisrelated protein, putative |
| ***ERF/AP2*** |  |  |  |
| AT2G44940 | 266820_at | 2.03 | AP2 domaincontaining transcription factor TINY, putative |
| ***NAC domain*** | |  |  |
| none |  |  |  |
| ***Response Regulator*** | |  |  |
| AT5G24470 | 249741_at | 2.00 | APRR5 (PSEUDORESPONSE REGULATOR 5); transcription regulator |
| ***WRKY*** |  |  |  |
| none |  |  |  |
| ***heat shock protein*** | |  |  |
| none |  |  |  |
| ***Cell wall*** |  |  |  |
| AT2G45220 | 245148_at | 3.00 | pectinesterase family protein |
| AT5G14650 | 250142_at | 2.77 | polygalacturonase, putative / pectinase, putative |
| AT3G62680 | 251226_at | 2.65 | PRP3; PROLINERICH PROTEIN 3 |
| AT5G40730 | 249375_at | 2.01 | AGP24 (ARABINOGALACTAN PROTEIN 24) |

# Supplementary material for: Genetic and Genomic Analysis of Rhizoctonia solani Interactions with Arabidopsis; Evidence of Resistance Mediated through NADPH Oxidases
**Source:** PLoS One. 2013 Feb 25;8(2):e56814. doi: 10.1371/journal.pone.0056814
**Supplement:** Table S5 — List of relevant oligonucleotides. Primer Sequences (5′ – 3′) used in quantitative RT-PCR and cloning.

**Table S5**

| Name | Oligonucleotide Primer1 | Oligonucleotide Primer1 |
| --- | --- | --- |
| **AG8 rDNA** | AGAGTTGGTTGTAGCTGGTCC | CCGTTGTTGAAACTTAGTATTAGA |
| **At β-tubulin** | ATCACAGCAATACAGAGCCTTAACC | GCTGTTGTTATTGCTCCTCCTGCA |
| **AtrbohD** | CTGGACACGTAAGCTCAGGA | GCCGAGACCTACGAGGAGTA |
| **AtrbohF** | TCACAAATCAACGACGAGAGTT | CCCATCTTCATTCTTGTCCA |
| **Bos1** | GCTGTAGACTAAGGTGGTTA | TTGCACCCGCGTCCTCCAGT |
| **ChitB** | CGGTGGTACTCCTCCTGGACCCA | CGGCGGCACGGTCGGCGTCTGAA |
| **GSTF7** | CCACCTTGCTTTAAGAACAAAGTC | TTGGAGCCAAGGGAGACAAGTTGG |
| **HSP17.4** | TATCAACGGACTTGACCTCC | CTTCAGATAAGCGGTGAGAG |
| **HSP17.6A** | CACACCGTCATTACAAGCCGC | CGAGAAGACTCGTAACAACC |
| **Lox2** | GTTGGATCTTTTATCAACAC | CATACTTAACAACACCAGCT |
| **oxHSP17.4** | GatewayAdapter+  CGAAGAGAGTTCTAGCAAA | GatewayAdapter+  GACTGAGGTCCCTTCACTTA |
| **oxHSP17.6A** | GatewayAdapter+  AAAAGCCAAGAAGCAAGAAAG | GatewayAdapter+  CGAACACCAAGAGGTAGTT |
| **PAD3** | ACTCTGGGAAAACGCAGATGAG | TGATCTCTTTGGCTTCCTCCTG |
| **PDF1.2** | TGTTCTCTTTGCTGCTTTCGACG | GCATGATCCATGTTTGGCTCCT |
| **PR1** | TTCTTCCCTCGAAAGCTCAA | AAGGCCCACCAGAGTGTATG |
| **PR4** | TGCTACATCCAAATCCAAGCCT | CGGCAAGTGTTTAAGGGTGAAG |
| **WRKY33** | GAAAGGGGACAATGAAACAA | GGTTGTGATTACTGCTCTCA |

How the deposited data were processed for this re-analysis (not part of the article)

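Gene expression was measured in whole Arabidopsis Col-0 seedlings 7 days after inoculation with R. solani AG8 or AG2-1 and in non-infected seedlings, with 3 biological replicates per group and 1 ATH1 array per sample, 9 arrays in all. The log2 values were made by the authors before deposit with robust multi-chip averaging (background correction, quantile normalization between arrays and median polish over the probes of a probe set), as the methods of the paper and the submitters' processing notes state. The versions of those tools are not given in the sources used here. The scale of the deposited values was checked on the values themselves, which ran from 3.65 to 14.7. No 2 arrays held identical values.

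From these values, group means were fitted over all 9 arrays with limma 3.58.1 in R 4.3.3, with the comparisons AG8 against control, AG2-1 against control and AG8 against AG2-1. All groups entered the fit so that they share an estimate of the spread. Variances were moderated with eBayes, and p-values were adjusted by the Benjamini-Hochberg method over the 22746 plant probe sets within each comparison, after 64 control probe sets were left out. Calls needed an adjusted p under 0.05 and a change of more than 2-fold, as in the paper. Gene lists with at least 5 measured members were tested with camera at a preset correlation of 0.01, and again with an estimated correlation, with adjustment over the 18 lists tested in each comparison.

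Before the data were examined, 31 gene lists, the comparisons, the alternatives and the rule for named genes were fixed, and 4 of those lists had enough named members to be tested. Another 15 lists, given by locus code, were added later, 14 of them with enough members. Of these, 10 were written before any value computed here had been seen, although the fold values that the paper's tables give for some of their members had been read, and 5 after other values had been seen. Among the latter, values of AT5G66390, AT2G23540, AT4G13580, AT1G68850 and AT2G39430 of the Casparian strip and suberin list, of PYK10 of the PYK10 list and of LHCB4.1 and LHCB4.2 of the nuclear photosynthesis list had been seen before the list was written. The rule names the 6 largest rises and 6 largest falls per comparison among called probe sets with a single gene in the platform table whose groups of arrays do not overlap, every gene named in the paper, and up to 4 members of each list described. Values printed in the tables of the paper had been seen before the rule was set. Genes were named from the platform table, updated with TAIR10.1, and from Tables S3 and S4. A probe set without a name there is unnamed here. The lists count as measured only genes named in the platform table.

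On simulated data with 200 changed probe sets among 22746, the AG8 against control step called 49 of 50 changed 3-fold and all 50 changed 4-fold or 8-fold, none of 50 changed 1.5-fold, and 1 of 22546 unchanged. In the same simulation of the AG2-1 against control and AG8 against AG2-1 steps, all 50 changed 3-fold were called and none of the 22546 unchanged. The alternatives were a fit on the groups compared alone, a second quantile normalization, a shift by reference genes, eBayes with trend and robust settings, array weights, leaving out the dimmest 33.3% of probe sets, no fold threshold, the replicate number as a block, and leaving out each replicate. Depth has no counterpart on arrays, and their number limits the precision. The qRT-PCR, luciferase and mutant experiments of the paper are not analysed here.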

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

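The tests of a batch difference reported here were chosen only after the results were seen, as was the rule that a list needs enough members of bright signal.

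In all, 4 probe sets were called lower with AG8 and higher with AG2-1 than in the control, and 0 the other way. This count was not compared with chance. The probe sets were picked for their opposite calls, so a large direct difference between the strains was fixed in advance and adds no support. By the direct test the log2 difference, AG8 minus AG2-1, was -2.91 for CYP705A5, a cytochrome P450 gene, -2.76 for GSTF14, -2.45 for AT3G28270 and -2.43 for an unnamed probe set (adjusted p = 7.9e-06, 8.2e-05, 6.8e-05 and 0.00010 from limma). The paper does not report on the lists that follow. All 4 measured flavonoid and anthocyanin genes, of 14 listed, rose with AG8, and 6 of 7 measured genes of the Casparian strip and suberin fell with AG2-1. The latter list was written after the values of 5 of these genes had been seen, so its count is no independent evidence, and it shares members with the peroxidase and dirigent lists. Against the control, CYP705A5 with AG2-1 lay under the fold threshold without control replicate 1 (0.96), and AT3G28270 did without control replicate 3 (0.88) or AG2-1 replicate 2 (0.99).

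Transcripts of 23 plastid-encoded genes were lower on the AG2-1 arrays, in data that the paper does not discuss. Nuclear photosynthesis genes had a median log2 fold change of 0.0197 with AG2-1, which argues against less green tissue. This list was written after values of other genes and of some of its own members had been seen, which limits the argument. Mitochondrially encoded genes had a median of 0.0895, but 2 of the 15 lie above the median signal, so general organelle labelling stays open. The mean of 24 spike-in probe sets was 6.62 and 7.13 on the AG2-1 arrays of replicates 2 and 3, which also had the lowest plastid medians, against 7.50 to 8.07 on the others. With 0 array batches holding both groups, a batch difference and AG2-1 infection cannot be told apart as explanations of the fall as a whole. Neither accounts by itself for the spread among the 3 AG2-1 arrays, which share 1 batch code and 1 treatment. Their plastid medians of -0.22, -1.10 and -0.74 had the order of their spike-in means of 7.50, 6.62 and 7.13. Spike-in probe sets detect control transcripts that are not from the plant. Whether the 2 go together for a technical reason was not tested.

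Of 5 root hair markers, 3 fell with AG8, among them AT1G30870 of Table S4, which the study chose on these arrays, and 2 did after quantile normalization again, after the reference gene shift or without control replicate 1, where EXPA7 was not called (-0.91, -0.93 and -0.97). Without control replicate 2, control replicate 3 or AG8 replicate 2, 4 fell. The control and AG8 arrays carry 1 array batch code, which argues against a difference between array batches. That code does not cover how the samples were handled before hybridization, so a technical difference of that kind cannot be excluded. Whether a smaller share of root tissue contributes stays open. The median of the PYK10 complex, abundant in roots, was -0.319 with AG8, between the values set for and against this explanation. No root transporter of the second list was named. The median of all probe sets was -0.10 with AG8, so part of the PYK10 value is common to the arrays. Nuclear photosynthesis genes were lower on the AG8 arrays too (medians -0.133, -0.257 and -0.214), which a smaller root share alone would not give. The root hair markers were lower on the AG2-1 arrays as well, with medians of -0.83, -0.49 and -0.58 on those of replicates 1, 2 and 3. The PYK10 medians on these arrays were 0.26, 0.23 and 0.30, and batch and group cannot be told apart there. A response of root hairs to infection is a further explanation and was not tested.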

How the results depend on the processing

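All tests here were planned except the counts without plastid-encoded genes and without the AG2-1 arrays of replicates 2 and 3, which were chosen after seeing the data. No called value of a named gene or a gene list changed its sign under an alternative chosen before the data were examined. The share of lower calls between AG8 and AG2-1 went from 53.1% to 41.7% after quantile normalization again and 47.1% after the reference gene shift, steps that move the values of whole arrays, and 399 and 427 of the 458 calls were shared. The number of arrays limits all of these counts. Dropping the fold threshold can only add calls by construction, and why counts moved under the other alternatives was not tested. For some genes control replicate 1 lay apart from control replicates 2 and 3. The log2 values on these 3 arrays were 8.60, 11.96 and 12.24 for TCH4 and 7.35, 9.37 and 9.41 for EXLA1. With no fold threshold 2087 probe sets were higher and 6077 lower with AG8 than in the control, 2016 higher and 2427 lower with AG2-1, 1814 higher and 5569 lower with AG8 than with AG2-1, and 955 higher and 1540 lower with both strains. The same setting gave 5 HSP genes of Table 1 with AG2-1, 22 peroxidase genes lower with AG8, 11 higher and 19 lower with AG2-1, 2 FAD-binding genes lower with AG8 and 1 with AG2-1, and 2 chitinase genes lower with each strain. It gave 2 PR-1-like genes higher and 9 lower with AG8 and 3 lower with AG2-1, 4 glutathione S-transferase genes lower with AG8 and 1 higher and 1 lower with AG2-1. It also gave 6 pectin genes higher and 18 lower with AG8, 3 higher and 16 lower with AG2-1, and 9 small HSP genes higher with AG8 and 2 with AG2-1. Array weights gave 1 HSP gene with AG2-1 (HSP17.4), 1 FAD-binding gene lower with AG2-1 and 1 PR-1-like gene higher with AG8. Without the dimmest 33.3% of probe sets 0 FAD-binding genes were lower with AG8 and 1 pectin gene was lower with AG2-1. Leaving out 1 replicate at a time gave 0 to 1 HSP genes of Table 1 with AG2-1 (1 without AG2-1 replicate 2), 0 to 1 FAD-binding genes lower with AG2-1 (1 without control replicate 1) and 3 to 6 chitinase genes higher with AG8. It gave 0 to 1 chitinase genes lower with AG2-1 (1 without control replicate 2 or AG2-1 replicate 3), 0 to 1 PR-1-like genes higher with AG8 (1 without control replicate 1 or AG8 replicate 3) and 0 to 1 lower with AG2-1 (1 without control replicate 2). For glutathione S-transferase genes lower with AG8 the range was 0 to 2 (0 without AG8 replicate 3), and for pectin genes lower with AG2-1 it was 1 to 2. With the replicate number as a replicate block, 476 probe sets were higher and 355 lower with AG8, 349 higher and 218 lower with AG2-1, and 216 higher and 241 lower with AG8 than with AG2-1. Arrays of the same number did not deviate together (correlations from -0.16 to 0.09). Whether the numbers pair the samples is stated neither by the labels nor by the paper. Without plastid-encoded genes 196 probe sets were lower with AG2-1, and with the AG2-1 arrays of replicates 2 and 3 left out 277 were higher and 147 lower. The latter fit holds 1 AG2-1 array, which is assumed to vary like the other groups, so its counts say little about AG2-1.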

Differences from the paper's values

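All alternatives named here were chosen before the data were examined, except the fit without the AG2-1 arrays of replicates 2 and 3. The paper reports 207 genes lower with AG8 than in the control, against 353 here, and 146 lower with AG8 than with AG2-1, against 243 here. With quantile normalization again (280 and 184) and with the reference gene shift (276 and 212) these counts lie within 1.5 times the paper's, and under the other alternatives they do not. The paper's count of genes higher with both strains is 146, against 228 here. It lies within 1.5 times the paper's with eBayes with trend and robust settings (215), without control replicate 3 (210), without AG8 replicate 2 (213) and without AG2-1 replicate 3 (214), and under no other alternative chosen before the data were examined. In the fit without the AG2-1 arrays of replicates 2 and 3, which was chosen after seeing the values, AG2-1 is a single array that is assumed to vary like the other groups. The count was 173 there, and that fit lost 9 of the 47 calls that Table S3 shares with the values here and 6 of the 23 of Table S4. The paper's count lower with both strains is 48, against 105 here, and the paper's fold of HSP101 with AG8 is 10.3, against 5.56 here. No alternative brings either within 1.5 times the paper's value.

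The paper lists HSC70-3 among the HSP genes induced more than 2-fold with AG8, and its fold here was 1.96. It was called with quantile normalization again, the reference gene shift, array weights and no fold threshold, and without control replicate 1 or AG8 replicate 3. Of the 53 array elements of Table S3, 47 were called the same way here, and of the 25 of Table S4, 23 were. Those not called were TCH4, XTH9, CYP81D8, NAC6, WRKY22 and the element of AT2G18150 and AT2G18140 from Table S3, and CYP71B26 and AT2G34810 from Table S4. With no fold threshold all of these but TCH4 and WRKY22 were called, and WRKY22 was called between the strains under no alternative. Array weights called TCH4, XTH9 and CYP81D8, and the fit of the AG8 and AG2-1 arrays alone called TCH4. Leaving out 1 replicate called TCH4 (control 1), XTH9 (AG2-1 1), CYP81D8 (AG8 1 or AG2-1 1), the element of AT2G18150 (AG2-1 3), CYP71B26 (AG2-1 2) and AT2G34810 (AG8 2, AG2-1 1 or AG2-1 3). Leaving out 1 replicate at a time gave 43 (AG8 2) to 48 calls for Table S3 and 22 to 24 for Table S4, and 9 and 4 elements lost their call at least once. Those were XTR6 (0.90), XTH24, PRX52 and WRKY25 without AG8 replicate 2, ATPMEPCRD (0.97) and WRKY25 without AG8 replicate 3, XTH33 without AG8 replicate 1, BXL2 (0.94) and FLA9 (0.98) without AG2-1 replicate 3, AT1G30760 without AG2-1 replicate 1 and WRKY25 without AG2-1 replicate 2. From Table S4 they were CYP89A9 without AG8 replicate 1 (-0.93), CYP76C1 (-0.97) and GSTF11 without AG8 replicate 2, and GSTU26 without AG8 replicate 3. After quantile normalization again AGP24 and CYP71B11 lost their call (both -0.99), and with array weights WRKY25 did. Without dim probe sets, AT5G44440 and HSP26.5-P were not tested.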

Other observations

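The test of the array offset was planned, and its limit was recognised only after the result was seen.

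Of 14 genes of flavonoid and anthocyanin synthesis listed before the data were examined, 4 were measured, and all 4 rose with AG8. With AG2-1, 3 of the 4 were higher and none lower at an unadjusted p under 0.05 from limma, with a median log2 fold change of 0.68. DFR, dihydroflavonol reductase, rose by a log2 fold change of 2.19 with AG8 (standard error 0.30, n = 3 arrays per group, adjusted p = 0.00034 from limma), had a value of 0.17 with AG2-1 (0.48 without AG2-1 replicate 1 and 0.63 with array weights) and differed between the strains by 2.02 (adjusted p = 0.00094 from limma). AT4G14090 rose by 1.75 and AT5MAT by 1.04 with AG8, and UF3GT rose with both strains, by 2.83-fold with AG8 and 2.05-fold with AG2-1. The direct test called DFR alone of the 4, and AT4G14090 as well without AG8 replicate 1 (1.12) or AG2-1 replicate 3 (1.14), after quantile normalization again (1.02) and after the reference gene shift (1.01). AT5MAT lay under the fold threshold without control replicate 2 (0.84) or AG8 replicate 2 (0.96), and UF3GT with AG2-1 was not called without control replicate 2 (0.83), control replicate 3 (0.93), AG2-1 replicate 2 (0.95) or AG2-1 replicate 3 (0.97). AT4G14090 was called with AG2-1 without control replicate 1 (1.11) or AG2-1 replicate 1 (1.05) and with array weights (1.24).

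Of 7 measured genes of the Casparian strip and suberin, 4 fell with AG8 and 6 with AG2-1. The list was written after the values of AT5G66390, AT2G23540, AT4G13580, AT1G68850 and AT2G39430 had been seen, so these counts are no independent evidence and no test of the list is given. Of the remaining members, GSO1 is described here and WSD1 had values of -0.11 with AG8 and -0.03 with AG2-1. AT2G23540 fell by 2.46 on the log2 scale with AG2-1 and by 1.19 with AG8 (difference 1.27, adjusted p = 0.00016 from limma). AT2G39430, a dirigent protein gene, fell by 1.67 with AG2-1 and 1.61 with AG8, and GSO1, a receptor kinase of Casparian strip formation, by 1.35 with AG2-1, its value with AG8 being -0.98. GSO1 was called with AG8 without control replicate 1 and with array weights, which gave 5 falls. JAL23, a jacalin-related lectin gene of the PYK10 complex, rose by 1.12 with AG2-1 and had a value of 0.00 with AG8. Of 13 dirigent protein genes 2 rose and 2 fell with AG8, and none rose and 3 fell with AG2-1 in limma (3 were higher at an unadjusted p under 0.05). The largest rise with AG8 was 2.02 in AT1G22900, which had a value of 0.95 with AG2-1 and was called there after the reference gene shift (1.01), with array weights (1.09) and without control replicate 1 (1.09).

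With no fold threshold, 74.4% of the calls between AG8 and control were lower. After quantile normalization again this share was 54.66%. That step gives every array the same distribution, so it removes an offset of any origin, and an offset left by the normalization and a general change of transcripts with AG8 cannot be told apart. A shift by 4 reference genes gave 50.2%.

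With 3 arrays against 3 there are 10 splits, too few for a share under 0.05. In each comparison 1 of the 10 splits, the real one, gave as many calls: 825 for AG8 against control, 557 for AG2-1 against control and 463 for AG8 against AG2-1, and the highest of the other splits gave 0.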
